# Eicosapentaenoic and docosahexaenoic acid-enriched high fat diet delays the development of fatty liver in mice

**DOI:** 10.1186/s12944-015-0072-8

**Published:** 2015-07-22

**Authors:** Nikul K Soni, Intawat Nookaew, Ann-Sofie Sandberg, Britt G Gabrielsson

**Keywords:** Diet, Liver triglycerides, Transcriptome, Lipid droplets, Ppar

## Abstract

**Background:**

Low hepatic content of n-3 PUFA has been associated with NAFLD in humans. Whether this is associated with reduced dietary intake or increased turnover of these FA is not clear. We have here investigated the effects of dietary fat quality on hepatic lipid storage and transcriptomics over time.

**Aim:**

To investigate the effects of quality of fat in a high fat diet (HFD) over time on hepatic lipid storage and liver transcriptomics.

**Methods and Results:**

Male C57BL/6J mice were fed control, HFD-eicosapentaenoic acid (EPA)/ docosahexaenoic acid (DHA) or HFD-corn oil diet for 8 or 12 weeks. Body weight, body composition, plasma and hepatic triglyceride contents were measured. Hepatic transcriptomes were analysed by microarray followed by gene-set enrichment analyses. At 8 weeks, the HFD-corn oil mice had higher body weight and adipose depot mass than the HFD-EPA/DHA but there were no differences at 12 weeks. Hepatic triglyceride content was lower in HFD-EPA/DHA fed compared with the HFD-corn oil fed mice at both time-points. Enrichment analyses of the hepatic transcriptomes showed that lipid/fatty acid biosynthesis; transport and homeostasis were lower in the HFD-EPA/DHA fed compared with the HFD-corn oil fed mice. Genes encoding proteins associated to cytoplasmic lipid droplets were expressed at higher levels in livers from the HFD-corn oil compared to HFD-EPA/DHA mice.

**Conclusions:**

Dietary EPA and DHA counteracted development of HFD-induced fatty liver. The liver transcriptome data implicate that the quality of dietary fat could modulate Ppar-related gene expression that in turn affects hepatic lipid storage and maintenance of metabolic health.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12944-015-0072-8) contains supplementary material, which is available to authorized users.

## Introduction

It is becoming more established that an increased lipid content in the liver can be viewed as a driver of the metabolic dysfunctions that are observed in obesity [1]. Non-alcoholic fatty liver disease (NAFLD) covers the spectrum of liver damage from simple fatty liver to steatohepatitis and cirrhosis [2]. About 70 % of subjects with type 2 diabetes or the metabolic syndrome develop NAFLD [3]. Further, a recent retrospective study showed that subjects diagnosed with NAFLD or non-alcoholic steatohepatitis (NASH) had reduced life expectancy due to an increased mortality of 69 % and 86 %, respectively, primarily caused by cardiovascular disease [4].

It has been suggested that a high dietary intake of sucrose/fructose, cholesterol and saturated fat can be associated with NAFLD in humans [5, 6]. Whether reduced dietary intake of n-3 fatty acids is related to NAFLD progression, and whether low hepatic n-3 levels are cause or consequence of NASH is not clear. In this study, groups of male C57BL/6J mice were fed either a control diet or two almost identical high-fat diets (HFDs; 31.7 E% fat) with only minor differences in fat quality. One was based on corn oil (HFD-corn oil) and the other was enriched in the n-3 PUFA eicosapentaenoic acid (EPA) and docosahexaenoic acid (DHA; HFD-EPA/DHA). The amount of EPA and DHA included in the diet was calculated from a previous study where we used a herring-based diet [7, 8]. The two HFDs had cholesterol added since previous research has shown that the combination of high fat and cholesterol in the diet is required to induce fatty liver in mice [9].

The aims of this study were to investigate the effects of dietary EPA and DHA *vs.* corn oil in a HFD on hepatic triglyceride storage in liver over time and to identify putative mechanisms of action by transcriptomics.

## Results

### Diets

With the exception of fat sources, all diets were formulated from the same sources of macro- and micronutrients enabling the direct comparison of the different fat qualities as the main effector across the diets. The control diet contained 12 E% fat and the HFDs contained 32 E% fat. The two HFDs differed as follows: the HFD-corn oil contained 11 E% of corn oil, with high linoleic acid content, and the HFD-EPA/DHA diet contained 6 E% corn oil and 4 E% EPA/DHA-enriched oils (Table 1). The content of EPA plus DHA in the HFD-EPA/DHA diet was 8 g/kg and was based on a herring-based diet we previously have used [7, 8]. The amount of protein was increased in the HFDs to achieve similar E%. The amount of sugar and corn starch was adjusted to accommodate the higher fat content in the HFDs.

**Table 1:** Compositions of control, high fat diet (HFD)- EPA/DHA (ED) and HFD-corn oil (CO)

Ingredient (g/100 g diet)		Control	HFD ED	HFD CO
Protein	Casein	22.2	25.6	25.6
Carbohydrates	Sucrose	5.0	10.0	10.0
	Corn starch	56.0	34.8	34.8
	Cellulose	5.0	5.8	5.8
Fat	Total	5.0	15.0	15.0
	Corn oil	2.5	3.0	5.0
	Coconut oil	2.5	10.0	10.0
	EPAX oils^a^	0	2.0	0
Minerals^b^		2.0	2.5	2.5
Miconutrients^c^		3.0	3.0	3.0
Choline bitartrate		1.6	2.0	2.0
Cholesterol		0	1.0	1.0
Methionine		0.2	0.3	0.3
Energy content (kJ/100 g)		1599	1752	1752
	Protein E%	24	25	25
	Carbohydrate E%	65	44	44
	Fat E%	12	32	32
Fatty acid composition^d^ (mg/g diet)				
	C10:0	0.20	1.47	1.33
	C12:0	2.37	7.58	7.72
	C14:0	1.54	4.58	4.78
	C16:0	1.90	3.44	3.59
	C18:0	0.68	2.26	2.49
	C18:1n-9	2.82	4.80	5.26
	C18:2n-6	3.62	5.03	7.36
	C18:3n-6	0.12	0.22	0.26
	C20:5n-3 (EPA)	0.00	2.03	0.01
	C22:6n-3 (DHA)	0.00	4.58	0.01
	Sum SFA	6.70	19.33	19.91
	Sum MUFA	2.82	4.80	5.26
	Sum n-6 PUFA	3.74	5.26	7.62
	Sum n-3 PUFA	0.00	6.61	0.02

^a^EPAX 1050, EPAX 6015

^b^CaCO_3_ (57.7 %); KCl (19.9 %); KH_2_PO_4_ (11.9 %); MgSO_4_ (10.4 %)

^c^Corn starch (98.22 %); Ca(IO_3_)_2_ (0.0007 %); CoCO_3_ (0.064 %); CuO (0.02 %); FeSO_4_ (0.5 %); MnO_2_ (0.035 %); Na_2_MoO_4_ (0.001 %); NaSeO_3_ (0.0007 %); ZnO (0.1 %); Vitamin A (0.013 %); B_2_ (Riboflavin-5-phosphate sodium; 0.027 %); B3 (0.1 %); B_5_ (Ca Pantothenate; 0.057 %); B_6_ (0.023 %); B_7_ (0.0007 %); B_9_ (0.007 %); B_12_ (0.00008 %); D_3_ (0.007 %); E (0.25 %); K (0.003 %)

^d^Analyses were performed in triplicates and data obtained by Gas chromatography mass spectroscopy

### Delayed body weight gain and adiposity in the HFD-EPA/DHA mice

At 8 weeks, the HFD-corn oil mice had higher body weight gain compared to both the control and the HFD-EPA/DHA mice but there was no difference between HFD-EPA/DHA and the control mice (Fig. 1a left panel). However, the relative retroperitoneal white adipose tissue (rpWAT) and epididymal white adipose tissue (epiWAT) weights were higher in the HFD-corn oil mice compared to both the control and to the HFD-EPA/DHA mice (Fig. 1b and c, left panel). There were no differences in the relative rpWAT and epiWAT weights between HFD-EPA/DHA and the control mice.

**Fig. 1:**
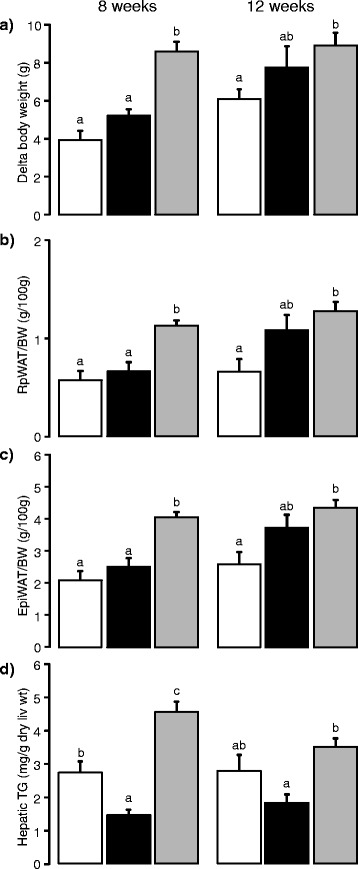
Effects of 8 weeks (left panel) or 12 weeks (right panel) diet with control diet (white bars). HFD-EPA/DHA (black bars) and HFD-corn oil (grey bars): **a**) body weight change. **b**) rpWAT. **c**) epiWAT. **d**) Hepatic triglyceride content. Data are shown as mean ± SEM; 8 weeks: n = 10. 12. 12; 12 weeks: n = 11. 12. 12; control. HFD-EPA/DHA. HFD-corn oil; respectively. Different letters (e.g. a, b, c) denote significant difference of p < 0.05 between groups as evaluated by the Tukey’s multiple comparison test (see further the Methods section)

At 12 weeks, there were no differences in body weight gain between the HFD-EPA/DHA mice compared to mice fed the other two diets (Fig. 1a, right panel). The HFD-corn oil mice had higher body weight change than the controls. The body fat, measured by Dual energy X-ray absorptiometry (DXA), was higher in the HFD-corn oil mice (30.6 ± 1.6 body fat %) compared with the controls (19.3 ± 1.5 %; p = 0.001). The HFD-EPA/DHA mice (26.3 ± 2.4 body fat %) did not differ from either the control or the HFD-corn oil mice. In agreement with the DXA, the relative rpWAT and epiWAT weights were higher in the HFD-corn oil mice compared with the controls (Fig. 1b and c, right panels). The relative rpWAT or epiWAT weights from the HFD-EPA/DHA mice not differ from either the control or the HFD-corn oil mice.

### Reduced hepatic triglyceride content in the HFD-EPA/DHA mice

There were no effects on the relative liver weights (g/100 g body weight) after the 8-week diet intervention (Table 2). At 12 weeks, the relative liver weights were lower in the HFD-EPA/DHA mice compared with the HFD-corn oil mice whereas the control relative liver weights did not differ from either HFD.

**Table 2:** Dietary effects on liver weight, plasma and hepatic lipid content

Parameter	8 weeks			12 weeks		
	Control	HFD ED	HFD CO	Control	HFD ED	HFD CO
n	9	12	12	10	9	10
Liver (% Bw)	4.4 ± 0.5	4.5 ± 0.3	4.2 ± 0.2	4.6 ± 0.1^ab^	4.3 ± 0.1^a^	4.8 ± 0.1^b^
Hepatic total lipid (mg/g dry liver weight)^a^	4.6 ± 0.3^a^	3.9 ± 0.2^a^	6.9 ± 0.4^b^	5.2 ± 0.5^ab^	4.7 ± 0.3^a^	6.5 ± 0.5^b^
Plasma triglycerides (mmole/L)	0.9 ± 0.1^ab^	1.1 ± 0.1^a^	0.7 ± 0.0^b^	1.2 ± 0.1	1.0 ± 0.1	1.0 ± 0.1
Hepatic total cholesterol (mg/g dry liver weight)	5.0 ± 0.2^a^	6.2 ± 0.4^b^	6.0 ± 0.1^b^	4.4 ± 0.1^a^	6.4 ± 0.2^b^	6.4 ± 0.2^b^
Plasma total cholesterol (mmole/L)	5.6 ± 0.9	5.5 ± 0.8	5.4 ± 0.9	6.3 ± 0.3^a^	6.0 ± 0.3^a^	9.2 ± 0.5^b^

Data are shown as mean ± SEM; different letters show significant differences tested by ANOVA followed by Tukey’s multiple comparison test

^a^Lipid measurements n = 7, 8, 8 for Control, HFD-EPA/DHA and HFD-corn oil, respectively. High fat diet (HFD)- EPA/DHA (ED) and HFD-corn oil (CO)

At 8 weeks, the HFD-corn oil mice had higher content of hepatic total lipids compared to both HFD-EPA/DHA and control mice (Table 2). At 12 weeks, the total lipid content remained lower in the livers from the HFD-EPA/DHA mice compared with the HFD-corn oil mouse. There were no differences between the controls and either HFD in total liver lipid content at 12 weeks. After the 8-week diet intervention, the hepatic triglyceride content in livers from the HFD-corn oil mice was approximately 1.7-fold higher than the control livers and 3-fold higher than the HFD-EPA/DHA livers (Fig. 1d, left panel). Furthermore, the triglyceride content of the HFD-EPA/DHA livers was about 0.5-fold of the control livers. The differences in hepatic triglyceride content in the HFD-corn oil and the HFD-EPA/DHA-fed mice remained significant after 12 weeks (Fig. 1d, right panel). The triglyceride content of the control livers did not differ from either of the two HFDs after the 12 weeks diet intervention. The cholesterol content in the liver did not differ between two HFDs but it was higher in both HFDs compared to control at 8 and 12 weeks diet intervention (Table 2).

The plasma triglyceride concentrations were higher in the HFD-EPA/DHA mice compared with the HFD-corn oil mice after 8 weeks (Table 2). Neither HFD group differed from the control plasma triglyceride levels. There were no differences in plasma triglyceride concentrations after 12 weeks of dietary intervention. There were no differences in plasma cholesterol concentrations after 8 weeks but at 12 weeks the plasma levels were higher in mice fed HFD-corn oil compared to HFD-EPA/DHA and control.

### Hepatic fatty acid composition

#### Neutral lipids

Table 3 shows amount of individual fatty acids of interest in the hepatic neutral lipid fraction. The levels of saturated fatty acid (SFA) C16:0 at 8 weeks were lower in livers from the control and the HFD-EPA/DHA fed mice compared to those fed HFD-corn oil. At 12 weeks, the amount of C16:0 remained lower in the HFD-EPA/DHA livers compared to the HFD-corn oil livers whereas the controls did not differ from either. There were no differences in the levels of C18:0 after 8 weeks diet intervention. The levels of C18:0 were lower in HFD-EPA/DHA fed mice compared to HFD-corn oil at 12 weeks. The MUFA content in livers from the HFD-corn oil mice were much higher than that found in the control or HFD-EPA/DHA livers at both 8 weeks and 12 weeks. As expected, the levels of EPA (C20:5n-3) and DHA (C22:6n-3) were higher in HFD-EPA/DHA fed mice at both time points.

**Table 3:** Liver fatty acids profiles

	8 week			12 week		
Neutral Lipids	Control	HFD ED	HFD CO	Control	HFD ED	HFD CO
Sum SFA	15.5 ± 1.3	12.3 ± 2.0	26.3 ± 1.7	20.6 ± 2.5	15.6 ± 1.8	23.6 ± 1.3
C16:0	13.5 ± 1.2^a^	10.2 ± 1.5^a^	23.9 ± 1.6^b^	18.2 ± 2.3^ab^	13.8 ± 1.6^a^	21.2 ± 1.2^b^
C18:0	2.1 ± 0.1	2.1 ± 0.5	2.4 ± 0.2	2.3 ± 0.2^ab^	1.9 ± 0.2^a^	2.4 ± 0.1^b^
Sum MUFA	28.0 ± 3.3	11.0 ± 2.8	44.3 ± 3.5	37.1 ± 6.3	19.9 ± 3.5	49.6 ± 4.0
C16:1n-7	4.1 ± 0.5^a^	2.2 ± 0.6^b^	1.8 ± 0.2^b^	5.5 ± 0.9^a^	4.2 ± 0.7^a^	9.6 ± 0.7^b^
C18:1n-9	19.4 ± 2.1^a^	7.9 ± 1.9^b^	33.9 ± 2.6^c^	25.1 ± 4.4^ab^	13.9 ± 2.4^a^	31.7 ± 2.6^b^
C18:1n-7	4.5 ± 0.7^a^	0.9 ± 0.3^b^	8.5 ± 0.8^c^	6.5 ± 1.1^a^	1.7 ± 0.4^b^	8.2 ± 0.7^a^
Sum n-6 PUFA	9.4 ± 0.4	7.7 ± 1.3	14.9 ± 0.8	8.9 ± 1.0	7.9 ± 0.5	17.1 ± 0.9
C18:2n-6	6.9 ± 0.3^a^	6.8 ± 1.0^a^	14.9 ± 0.8^b^	7.2 ± 0.7^a^	7.9 ± 0.5^a^	14.9 ± 0.7^b^
C20:4n-6	2.4 ± 0.1^a^	0.9 ± 0.3^b^	0.0 ± 0.0^c^	1.7 ± 0.2^a^	0.0 ± 0.0^b^	2.2 ± 0.3^a^
Sum n-3 PUFA	0.0 ± 0.0	9.2 ± 1.5	0.0 ± 0.0	0.3 ± 0.0	11.5 ± 1.3	0.0 ± 0.0
C20:5n-3 (EPA)	0.0 ± 0.0^a^	1.6 ± 0.3^b^	0.0 ± 0.0^a^	0.0 ± 0.0^a^	2.3 ± 0.3^b^	0.0 ± 0.0^a^
C22:6n-3 (DHA)	0.0 ± 0.0^a^	7.6 ± 1.2^b^	0.0 ± 0.0^a^	0.3 ± 0.0^a^	9.3 ± 1.0^b^	0.0 ± 0.0^a^
Phospholipids						
Sum SFA	19.4 ± 0.7	23.0 ± 1.2	17.1 ± 0.5	20.5 ± 0.5	21.7 ± 1.2	17.8 ± 1.0
C16:0	11.6 ± 0.4^a^	15.3 ± 0.7^b^	10.7 ± 0.3^a^	12.6 ± 0.3^ab^	14.7 ± 0.8^b^	11.2 ± 0.6^a^
C18:0	7.8 ± 0.3^a^	7.7 ± 0.5^a^	6.4 ± 0.2^b^	8.0 ± 0.2^a^	7.0 ± 0.4^ab^	6.6 ± 0.4^b^
Sum MUFA	7.2 ± 0.2	6.5 ± 0.4	6.40.2	7.5 ± 0.1	6.2 ± 0.3	6.3 ± 0.2
C16:1n-7	1.0 ± 0.0	0.9 ± 0.1	1.1 ± 0.1	0.9 ± 0.0	0.9 ± 0.1	1.0 ± 0.0
C18:1n-9	6.2 ± 0.2^a^	5.6 ± 0.3^ab^	5.3 ± 0.1^b^	6.6 ± 0.1^a^	5.4 ± 0.2^b^	5.3 ± 0.2^b^
Sum n-6 PUFA	21.2 ± 0.8	11.7 ± 1.1	19.8 ± 1.4	19.6 ± 0.8	11.7 ± 0.8	20.8 ± 0.9
C18:2n-6	6.0 ± 0.3	6.6 ± 1.0	6.2 ± 0.9	5.4 ± 0.2a	6.6 ± 0.5ab	7.7 ± 0.4b
C20:3n-6	1.2 ± 0.1^a^	0.4 ± 0.0^b^	2.0 ± 0.1^c^	1.2 ± 0.1^a^	0.6 ± 0.0^b^	1.7 ± 0.1^c^
C20:4n-6	13.9 ± 0.4^a^	4.7 ± 0.1^b^	11.6 ± 0.4^c^	13.0 ± 0.5^a^	4.6 ± 0.3^b^	11.3 ± 0.4^c^
Sum n-3 PUFA	3.5 ± 0.1	13.2 ± 2.0	2.8 ± 0.1	2.7 ± 0.2	12.4 ± 0.8	2.2 ± 0.1
C20:5n-3 (EPA)	0.0 ± 0.0^a^	0.4 ± 0.0^b^	0.0 ± 0.0^a^	0.0 ± 0.0^a^	0.4 ± 0.0^b^	0.0 ± 0.0^a^
C22:6n-3 (DHA)	3.5 ± 0.1^a^	12.7 ± 2.0^b^	2.8 ± 0.1^a^	2.7 ± 0.2^a^	12.4 ± 0.8^b^	2.2 ± 0.1^a^

Data are presented as mg/g dry liver weight and shown as mean±SEM. Different letter shows significant differences tested by ANOVA followed by Tukey's multiple comparison test

Liver fatty acid profiles n = 7, 8, 8 for Control, HFD ED and HFD CO, respectively. High fat diet (HFD)- EPA/DHA (ED) and HFD-corn oil (CO)

#### Phospholipids

Table 3 shows the fatty acid composition of the hepatic phospholipid fraction. At 8 weeks, the phospholipid C16:0 content was higher in livers from mice fed the HFD-EPA/DHA compared to mice fed the other two diets. Furthermore, the phospholipid C18:0 content was lower in HFD-corn oil compared to other two diets, whereas there was no difference in the C18:0 content between the control and the HFD-EPA/DHA fed mice. At 12 weeks higher amounts of C16:0 was present in HFD-EPA/DHA fed mice compared to HFD-corn oil but the amounts did not differ when compared to control. Also, the HFD-corn oil fed mice had lower amounts of C18:0 to control but did not differ from HFD-EPA/DHA. There were no difference in the C16:1n-7 levels at both time points whereas, the amounts of C18:1n-9 were lower in HFD-corn oil fed mice compared to control at 8 weeks. Also, C18:1n-9 levels were higher in control compared to HFD-EPA/DHA and HFD-corn oil at 8 weeks. There were no difference in C18:2n-6 content at 8 weeks but at 12 weeks higher levels was detected in HFD-corn oil fed mice compared to control. The levels of C20:4n-6 (arachidonic acid) was lower in HFD-EPA/DHA compared to either diet at both the time points whereas the levels of EPA and DHA were higher after the HFD-EPA/DHA feeding.

### Time-dependent effects of high fat diet on hepatic pathways

Additional file 1: Figure S4a shows that the Gene Ontology (GO) Biological Processes (BPs) that were upregulated by both HFDs *vs*. control at 8 weeks mainly related to cell cycle/DNA replication, fatty acid β-oxidation and protein transport. Examples of BPs downregulated were cholesterol, sterol or isoprenoid biosynthesis, and signalling via G-protein coupled receptors (GPCR). At 12 weeks, the BPs upregulated by both HFDs *vs.* control involved drug metabolic processes, fatty acid metabolism and positive regulation of sequestering of triglyceride (Additional file 1: Figure S4b). BPs downregulated were cholesterol, sterol, very long-chain fatty acid and lipid biosynthetic processes and GPCR signalling pathways.

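Liver RNA was measured on GeneChip Mouse Gene 2.0 ST arrays, 1 mouse per array, for 4 male mice on each of the control, HFD-EPA/DHA and HFD-corn oil diets at 8 weeks and 4 more on each diet at 12 weeks. The 8- and 12-week mice belonged to separate studies and were 9 and 10 weeks old at the start, so an effect of time cannot be told apart from a difference between the studies. Both HFDs also held added cholesterol, which the control diet lacked, and more sucrose, so a comparison with control does not isolate fat. The authors made the deposited signals from all 24 arrays with the iter-PLIER algorithm, quantile normalization and perfect match probes. The deposited table does not name its scale. Its values run from 4.39 to 13.93, with array medians from 7.14 to 7.21, and were read as log2 signals. The array that the study left out was left out here too, so 23 arrays were fitted, 3 of them from HFD-corn oil at 8 weeks. A single limma model with 1 mean per diet and time was fitted to all 41345 probe sets, called transcripts here as in the paper, without a filter. Of these, 23521 carry 1 gene symbol, 1814 carry several and 16010 carry none. P-values were adjusted by Benjamini-Hochberg over all probe sets, and a transcript is called higher or lower at an adjusted p under 0.05. In place of GO terms, 76 lists of genes were fixed before the data were examined, and the 74 lists with at least 5 measured genes were tested against all other genes with limma's camera. Camera was run at a preset correlation between genes of 0.01 and again with the correlation estimated for each list, and its p-values were adjusted over 666 tests. The number of arrays limits the precision of every value. By the paper's methods the 4 mice of a group were picked by body weight, plasma triglycerides and plasma cholesterol. Their spread may therefore differ from that of the whole group. Mice shared cages, and the cage of each mouse is not given.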

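On both HFDs at 8 weeks, genes of DNA replication lay slightly above the other genes at the preset correlation and not with an estimated one (adjusted p from 0.187 to 0.469 over 2 lists), and few of them passed the test singly. Mcm4, a subunit of the replicative helicase, rose by a log2 fold change of 0.60 ± 0.13 on HFD-EPA/DHA vs. control (standard error, n = 4 mice per group, limma adjusted p = 0.0360). On HFD-corn oil its log2 fold change was 0.53 ± 0.14 (adjusted p = 0.0900). Ccnd1, which encodes cyclin D1 and drives entry into the cell cycle, fell on HFD-EPA/DHA, with a log2 fold change of −0.73 ± 0.16 (adjusted p = 0.0309). Ehhadh and Acox2, enzymes of peroxisomal β-oxidation, rose on HFD-EPA/DHA by log2 fold changes of 0.46 and 0.43, and Ehhadh rose on HFD-corn oil by 0.55.

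Of 28 genes of the cell cycle and DNA replication, 1 was higher and 1 lower on HFD-EPA/DHA (3 and 1 adjusted over the list alone), and on HFD-corn oil 2 were higher when adjusted over the list alone. The list gave camera adjusted p = 0.00702 on HFD-EPA/DHA and 0.000553 on HFD-corn oil (0.469 and 0.329 with an estimated correlation). The 92 genes of the Reactome DNA replication list gave adjusted p = 0.000249 and 1.9e-08, and 0.443 and 0.187 with an estimated correlation. For 20 genes of mitochondrial fatty acid oxidation the test gave adjusted p = 0.110 on HFD-EPA/DHA and 0.00563 on HFD-corn oil (adjusted p = 0.562 with an estimated correlation, and 0.805 with the direction turned to lower when the array that the study left out was kept). Bdh1, an enzyme of ketone body synthesis on that list, fell on HFD-EPA/DHA (log2 fold change −0.41 ± 0.07, adjusted p = 0.00478). For 17 genes of peroxisomal fatty acid oxidation the test gave adjusted p = 0.158 on HFD-EPA/DHA, where 2 were higher and 1 lower, the median log2 fold change was 0.05 and the mean was −0.04. The lower one was Abcd2, a peroxisomal transporter of very long-chain fatty acids, at −2.03 ± 0.43. On HFD-corn oil 2 of the 17 were higher (4 higher and 1 lower adjusted over the list alone), with adjusted p = 3.38e-06 for the list and 0.114 with an estimated correlation. For protein transport, 10 genes of Golgi-to-ER transport gave adjusted p = 0.847 and 0.533, and on each diet the test and the median differed in sign.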

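Genes of cholesterol synthesis fell together on both HFDs at 8 weeks. Both HFDs, and not the control diet, held added cholesterol, so an effect of fat cannot be told apart from one of cholesterol. Sqle, which encodes squalene epoxidase, a rate-limiting enzyme of the pathway, had a log2 fold change of −3.42 ± 0.35 on HFD-EPA/DHA vs. control (standard error, n = 4 per group, limma adjusted p = 4.72e-06) and of −3.05 ± 0.38 on HFD-corn oil (n = 3 against 4, adjusted p = 0.000225). Cyp51, a demethylase that acts after squalene has been closed to lanosterol, fell to nearly the same extent, by log2 fold changes of −1.72 and −1.73. Fdps, which makes the isoprenoid farnesyl diphosphate, had log2 fold changes of −1.66 ± 0.24 and −1.34 ± 0.26. Stard4, a carrier of cholesterol inside the cell, fell by −1.27 on HFD-EPA/DHA and −0.67 on HFD-corn oil.

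Of 20 measured genes of sterol synthesis and its regulation, 15 were lower on HFD-EPA/DHA and 12 on HFD-corn oil (18 on each diet adjusted over the list alone). The median log2 fold change of the list was −1.13 on HFD-EPA/DHA (camera adjusted p = 2.33e-53, and 0.0155 with an estimated correlation). On HFD-corn oil it was −0.87 (adjusted p = 1.71e-35, and 0.0231 with an estimated correlation).

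**Figure D1:**
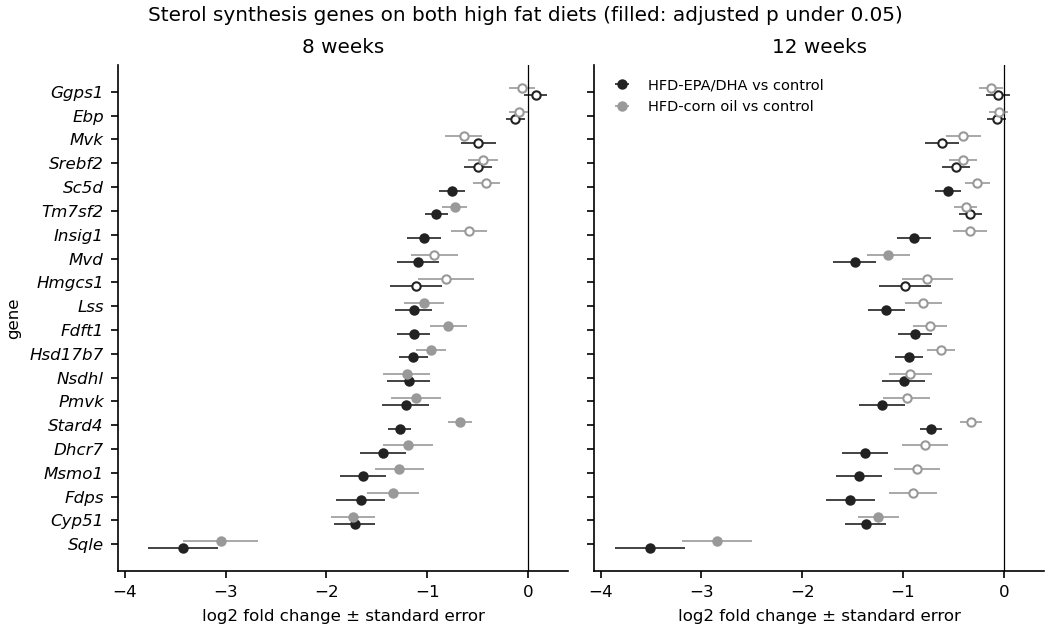
Log2 fold change (horizontal axis) of the 20 sterol synthesis genes (vertical axis) on HFD-EPA/DHA vs. control (black) and HFD-corn oil vs. control (grey) at 8 and 12 weeks. Bars are standard errors and filled points have an adjusted p under 0.05; Sqle lies farthest to the left on both diets, at −3.42 and −3.05 at 8 weeks.

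For signalling via GPCR, the 342 measured genes of the Reactome GPCR ligand binding list did not differ from the other genes as a list on HFD-EPA/DHA (camera adjusted p = 0.575) or on HFD-corn oil (adjusted p = 0.775). On HFD-EPA/DHA its median and mean differed in sign, and on HFD-corn oil its test and its mean. Gabbr2, a subunit of the metabotropic GABA receptor, fell on HFD-EPA/DHA (log2 fold change −0.71 ± 0.12, adjusted p = 0.00478), and its log2 fold change on HFD-corn oil was −0.48 ± 0.13 (adjusted p = 0.120). Adgrf1, an adhesion GPCR, fell on both diets, by −1.70 ± 0.29 and −2.09 ± 0.31.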

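At 12 weeks, genes of drug metabolism lay above the other genes as a list on HFD-EPA/DHA, and some of them rose singly there. On HFD-corn oil the list did so at the preset correlation and not with an estimated one (adjusted p = 0.0570). Cyp3a11, a main drug-metabolizing cytochrome P450 of mouse liver, rose on HFD-EPA/DHA by a log2 fold change of 0.89 ± 0.14 (standard error, n = 4 per group, limma adjusted p = 0.00118). On HFD-corn oil it was 0.63 ± 0.14 (adjusted p = 0.0626). Cyp2a5, which hydroxylates coumarin, had log2 fold changes of 1.41 ± 0.27 (adjusted p = 0.00880) and 1.23 ± 0.27 (adjusted p = 0.0707). Slc25a20, the carrier that brings acylcarnitines into mitochondria, rose on HFD-EPA/DHA by 0.52 ± 0.08 (adjusted p = 0.000948), and on HFD-corn oil its value was 0.24 ± 0.08 (adjusted p = 0.345). Mogat1 and Gpat3, acyltransferases of triglyceride synthesis, rose on HFD-EPA/DHA by 1.16 and 1.10, and Mogat1 rose on HFD-corn oil by 1.07.

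Of 32 Cyp2 and Cyp3 genes, 9 were higher on HFD-EPA/DHA (15 higher and 1 lower adjusted over the list alone), and on HFD-corn oil 7 were higher when adjusted over the list alone. The list lay above the other genes on HFD-EPA/DHA (camera adjusted p = 8.08e-14, and 0.0181 with an estimated correlation). On HFD-corn oil the preset correlation gave adjusted p = 4.6e-08. For HFD-EPA/DHA vs. HFD-corn oil it gave 0.00263, and adjusted p = 0.322 with an estimated correlation. Of 20 genes of mitochondrial fatty acid oxidation, 6 were higher on HFD-EPA/DHA (10 adjusted over the list alone), with adjusted p = 1.42e-11 for the list and 0.0866 with an estimated correlation. On HFD-corn oil the list gave adjusted p = 0.0797. Of 17 genes of peroxisomal oxidation, 2 were higher on HFD-EPA/DHA (11 higher and 1 lower adjusted over the list alone) and 1 on HFD-corn oil (4 higher and 1 lower). The list gave adjusted p = 5.94e-11 on HFD-EPA/DHA, and 0.0322 with an estimated correlation, and 0.00131 on HFD-corn oil, where an estimated correlation gave adjusted p = 0.297. Acaa1b, a peroxisomal thiolase, rose on both diets, by log2 fold changes of 0.80 ± 0.14 and 0.68 ± 0.14. Of 15 genes linked to Pparγ and steatosis, 4 were higher on HFD-EPA/DHA and 5 on HFD-corn oil (11 and 9 adjusted over the list alone), with adjusted p = 1.11e-15 and 3.18e-14 for the list and 0.0181 and 0.0225 with an estimated correlation. Of 21 lipid droplet proteins, 2 were higher and 1 was lower on HFD-EPA/DHA and 2 were higher on HFD-corn oil (5, 1 and 4 adjusted over the list alone, with 1 lower on HFD-corn oil). This list gave adjusted p = 0.193 on HFD-EPA/DHA and 0.0337 on HFD-corn oil (adjusted p = 0.443 with an estimated correlation). On HFD-corn oil it gave adjusted p = 0.860 without the genes that the study picked on these samples. Hsd17b11, a protein of the droplet surface, rose on HFD-EPA/DHA by 0.53 ± 0.08.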

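Sterol synthesis genes lay below the other genes as a list on both HFDs at 12 weeks as well, and few of them passed singly on HFD-corn oil. Here too, an effect of fat cannot be told apart from one of the added cholesterol. The log2 fold change of Sqle was −3.51 ± 0.35 on HFD-EPA/DHA vs. control (standard error, n = 4 per group, limma adjusted p = 4.2e-06) and −2.84 ± 0.35 on HFD-corn oil (adjusted p = 0.000327). Mvd, which decarboxylates mevalonate diphosphate to the first isoprenoid of the pathway, fell on both diets, by −1.48 ± 0.21 and −1.15 ± 0.21. Of 20 genes of sterol synthesis and its regulation, 14 were lower on HFD-EPA/DHA and 3 on HFD-corn oil (18 and 16 adjusted over the list alone). The medians were −0.96 and −0.75, with camera adjusted p = 6.53e-41 and 1.77e-26, and 0.0181 and 0.0425 with an estimated correlation.

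Fatty acid synthesis genes lay below the other genes as a list on HFD-EPA/DHA at the preset correlation and not with an estimated one (adjusted p = 0.145), and 3 of 17 fell singly. Acly, which makes cytosolic acetyl-CoA, fell by a log2 fold change of −1.29 ± 0.21 (adjusted p = 0.00201), and Acacb, an acetyl-CoA carboxylase, by −1.46 ± 0.33 (adjusted p = 0.0353). Pnpla3, a lipid droplet protein on the same list, fell by −2.20 ± 0.41. Of 17 genes of de novo lipogenesis, 12 were lower and 1 higher on HFD-EPA/DHA when adjusted over the list alone, and the list gave camera adjusted p = 5.38e-13. On HFD-corn oil the list gave adjusted p = 0.233, and 1 gene was higher and 1 lower when adjusted over the list alone. For the 5 genes that build long-chain and very long-chain PUFA, 4 were lower on HFD-EPA/DHA and 1, Elovl2, on HFD-corn oil (4 and 2 adjusted over the list alone). That list gave adjusted p = 3.42e-12 on HFD-EPA/DHA, and 0.0181 with an estimated correlation, and 0.00126 on HFD-corn oil, where an estimated correlation gave adjusted p = 0.214. Of its 5 genes, 4 were picked by the study on these samples, so these values are not independent evidence. Genes of GPCR ligand binding did not differ from the other genes as a list (adjusted p = 0.795, with median and mean of opposite sign, and 0.549). Gabbr2 fell on HFD-EPA/DHA by −0.63 ± 0.12 (adjusted p = 0.0111) and Adgrf1 fell on both diets, by −1.58 and −1.40.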

### Time-dependent effects of dietary fat quality on hepatic pathways

Biological processes that were up- or downregulated by HFD-EPA/DHA *vs.* HFD-corn oil at 8 and at 12 weeks are shown in Fig. 2. The BPs making up cluster 1a and 1b showed little regulation at 8 weeks but were upregulated by HFD-EPA/DHA at 12 weeks. These clusters include processes like transcription (histone methylation/acetylation; chromatin modification), translation (mRNA/rRNA/tRNA processing, regulation of translation) and protein turnover (polyubiquitination). 

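Genes that modify histones lay slightly above the other genes on HFD-EPA/DHA vs. HFD-corn oil at both times at the preset correlation, and not with an estimated one (adjusted p = 0.651 and 0.631). Their median log2 fold change was 0.09 at 8 weeks and 0.07 at 12 weeks over 47 genes, of which 39 lay above 0 at 8 weeks and 37 at 12 weeks. Kmt2c, a histone methyltransferase, had a log2 fold change of 0.24 ± 0.08 at 8 weeks (standard error, 4 mice against 3, limma adjusted p = 0.687). Wdr5, a core subunit of histone methyltransferase complexes, had one of 0.25 ± 0.09 at 12 weeks (n = 4 per group, adjusted p = 1.00). The list gave camera adjusted p = 0.00252 at 8 weeks and 0.00126 at 12 weeks. Tested itself, the change of the difference from 8 to 12 weeks gave adjusted p = 0.878.

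For mRNA processing, the 109 genes of Reactome mRNA splicing had medians of 0.07 and 0.06, with adjusted p = 0.0381 at 8 weeks and 6.83e-05 at 12 weeks (0.815 and 0.528 with an estimated correlation) and 0.433 for the change with time. Cpsf2, a subunit of the complex that cleaves pre-mRNA for polyadenylation, had a log2 fold change of 0.31 ± 0.12 at 8 weeks. The 131 genes of Reactome Translation, most of them ribosomal proteins and initiation factors, gave adjusted p = 0.471 at 8 weeks and 0.00188 at 12 weeks (0.469 with an estimated correlation), with 0.193 for the change with time. Rps9, a ribosomal protein, and Eif4a1, the helicase of translation initiation, had log2 fold changes of 0.22 ± 0.08 and 0.21 ± 0.08 at 12 weeks. For 36 genes of ubiquitin ligases and conjugation the test gave adjusted p = 0.616 at 8 weeks, where test and median differed in sign, 0.216 at 12 weeks and 0.158 for the change with time. With the array that the study left out kept, its direction at 8 weeks turned from lower to higher (adjusted p = 0.00535).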

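Genes of fatty acid β-oxidation lay above the other genes as lists on HFD-EPA/DHA vs. HFD-corn oil at 12 weeks and not at 8 weeks. The 12-week values did not pass with an estimated correlation (adjusted p = 0.0992 for mitochondrial and 0.143 for peroxisomal oxidation), and of the mitochondrial genes limma called 0 singly, the smallest adjusted p at either time being 0.460. Slc22a5, the carnitine transporter of the plasma membrane, and Eci2, an isomerase for unsaturated fatty acids, had log2 fold changes of 0.47 ± 0.11 and 0.39 ± 0.11 at 12 weeks (standard error, n = 4 per group). Cpt1a, the rate-limiting carnitine acyltransferase, had a log2 fold change of −0.31 ± 0.12 at 8 weeks (4 mice against 3, limma adjusted p = 0.687). Of 20 genes of mitochondrial fatty acid oxidation, 18 lay above 0 at 12 weeks and 7 at 8 weeks, and 4 were higher at 12 weeks when adjusted over the list alone. All 20 had a higher fold change at 12 than at 8 weeks, with a median change of 0.17.

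The mitochondrial list gave camera adjusted p = 0.242 at 8 weeks, 1.1e-10 at 12 weeks and 2.42e-09 for the change with time. With an estimated correlation the change with time gave adjusted p = 0.124. Of 17 genes of peroxisomal fatty acid oxidation, 13 lay below 0 at 8 weeks and 16 above 0 at 12 weeks. Ehhadh, the bifunctional enzyme of peroxisomal β-oxidation, changed by 0.50 ± 0.14 between the times, and Crat, a carnitine acetyltransferase, by 0.72 ± 0.20 (adjusted p = 0.997 for each). The peroxisomal list lay below the other genes at 8 weeks (adjusted p = 0.00110) and above them at 12 weeks (adjusted p = 1.9e-05), with adjusted p = 0.283 and 0.143 with an estimated correlation. Its change with time gave adjusted p = 2.31e-09, and 0.0467 with an estimated correlation.

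**Figure D2:**
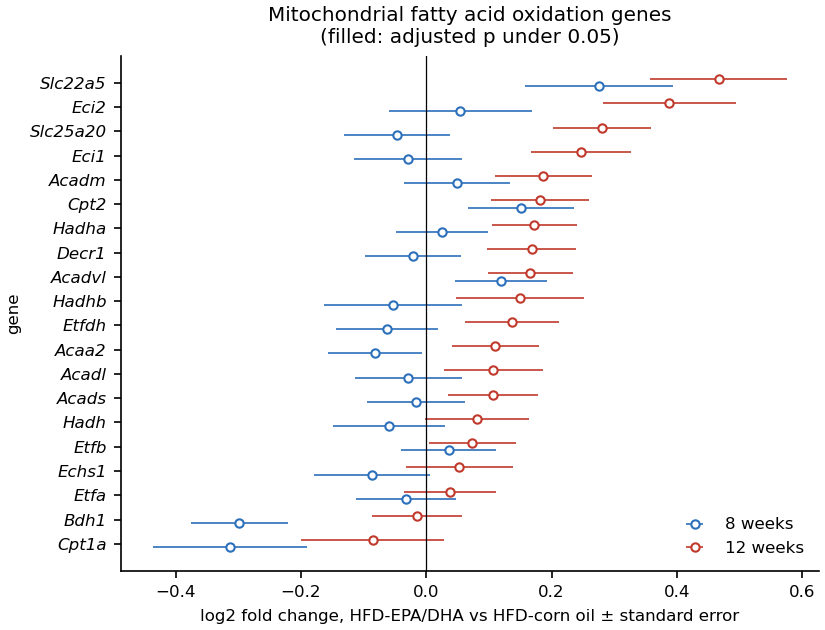
Log2 fold change of HFD-EPA/DHA vs. HFD-corn oil (horizontal axis) for the 20 genes of mitochondrial fatty acid oxidation (vertical axis) at 8 weeks (blue) and 12 weeks (red). Bars are standard errors and open points have an adjusted p of 0.05 or more; 18 genes lie above 0 at 12 weeks and 7 at 8 weeks.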

Two BPs related to fatty acid β-oxidation were also found here. Cluster 2a contained BPs downregulated by HFD-EPA/DHA *vs.* HFD-corn oil at week 8 but not at week 12. These BPs involved protein transport and metabolism of lipids and fatty acids. 

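Lists of lipid storage genes lay lower on HFD-EPA/DHA than on HFD-corn oil at 8 weeks, in part through the genes that the study picked on these samples, and not at 12 weeks. With an estimated correlation neither list passed at 8 weeks (adjusted p = 0.0821 and 0.0866). The 15 genes linked to Pparγ and steatosis had a median log2 fold change of −0.29 at 8 weeks. Plin2, the main lipid droplet coat protein of hepatocytes, had a log2 fold change of −0.31 ± 0.10 at 8 weeks (standard error, 4 mice against 3, limma adjusted p = 0.559). The fold change of Mogat1 moved by 0.81 ± 0.32 between the times and that of Gpat3 by 0.59 ± 0.24, towards higher values on HFD-EPA/DHA (adjusted p = 0.997 for each).

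Of the 15 genes, 1 was lower at 8 weeks (6 lower and 1 higher adjusted over the list alone). The list gave camera adjusted p = 7.37e-08 at 8 weeks and 0.676 at 12 weeks, where its median was −0.02 and its mean 0.10. Its change with time gave 7.36e-08, and with an estimated correlation the values at 8 weeks and for the change with time were both adjusted p = 0.0821. Of 21 lipid droplet proteins, 1 was lower at 8 weeks (4 adjusted over the list alone). That list gave adjusted p = 2.19e-05 at 8 weeks, 0.411 at 12 weeks and 0.00313 for the change with time. With an estimated correlation these were adjusted p = 0.0866, 0.821 and 0.236. Both lists hold genes that the study picked on these samples, and without them the values at 8 weeks were adjusted p = 0.275 for the Ppar-gamma linked steatosis genes and 0.0436 for the lipid droplet proteins. At 12 weeks without them, the first list lay higher on HFD-EPA/DHA (adjusted p = 0.0158), and the second gave adjusted p = 0.899. For the change with time the values without them were 0.00451 and 0.136. All values without these genes are at the preset correlation alone. For protein transport, the 10 genes of Golgi-to-ER transport had a median of −0.07 at 8 weeks, with adjusted p = 0.338 at 8 weeks, 0.492 at 12 weeks and 0.807 for the change with time, where median and mean differed in sign.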

Cluster 2b at the bottom of the heatmap is composed of BPs downregulated by HFD-EPA/DHA *vs.* HFD-corn oil at both time points. These processes mainly involved lipid/sterol metabolism, lipid and fatty acid biosynthesis, lipoprotein transport and cholesterol/phospholipid efflux. 

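Fatty acid synthesis genes lay below the other genes as a list on HFD-EPA/DHA vs. HFD-corn oil at both times, though not with an estimated correlation (adjusted p = 0.143 and 0.124). All 17 measured genes of de novo lipogenesis had a log2 fold change below 0 at 8 weeks and at 12 weeks, with medians of −0.46 and −0.49. Fasn, the fatty acid synthase, had a log2 fold change of −0.98 ± 0.29 at 12 weeks (standard error, n = 4 per group, limma adjusted p = 0.782). Me1, which makes NADPH for fatty acid synthesis, had one of −0.76 ± 0.25 at 8 weeks (4 mice against 3, adjusted p = 0.664). Insig1, a regulator of sterol synthesis, was at −0.44 ± 0.18 and −0.56 ± 0.17.

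Adjusted over the list alone, 7 genes of de novo lipogenesis were lower at 8 weeks and 8 at 12 weeks. The list gave camera adjusted p = 4.16e-13 and 2.37e-14. The 5 genes of long-chain PUFA synthesis lay lower at both times (adjusted p = 1.36e-10 and 3.72e-09), also with an estimated correlation (0.0225 and 0.0297). The study picked 4 of the 5 on these samples, so these values are not independent evidence, and the 1 gene left is too few to test as a list. Of the 5, 1 was lower at 8 weeks, and 4 were lower at each time when adjusted over the list alone. For the 20 sterol synthesis genes the medians were −0.18 and −0.27, with adjusted p = 9.31e-05 and 1.57e-07, and 0.528 and 0.350 with an estimated correlation. Of 23 genes of lipoproteins and lipid transport, 2 were lower at 8 weeks and 1 at 12 weeks (4 lower and 1 higher, and 3 lower, adjusted over the list alone). That list gave adjusted p = 1.71e-06 at 8 weeks, and 0.0297 with an estimated correlation, and 0.0109 at 12 weeks, where an estimated correlation gave adjusted p = 0.214. Without the genes the paper names, and at the preset correlation alone, the lipoproteins and lipid transport list gave adjusted p = 0.0187 at 8 weeks and 0.597 at 12 weeks. Apoc2, the cofactor of lipoprotein lipase, had a log2 fold change of −0.39 ± 0.10 at 12 weeks. For 20 genes of cholesterol efflux and bile acid synthesis the test gave adjusted p = 0.411 at 8 weeks, where median and mean differed in sign, and 0.254 at 12 weeks. Abcg5, a part of the sterol exporter, was at −0.31 ± 0.14 at 8 weeks (adjusted p = 0.713).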

Cluster 3 and 4 show BPs that were either not affected or upregulated by HFD-EPA/DHA *vs* HFD-corn oil at 8 weeks followed by downregulation at 12 weeks. 

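Lists of chemokine and GPCR genes did not pass the test between HFD-EPA/DHA and HFD-corn oil, though some alternatives put them lower on HFD-EPA/DHA. The GPCR list passed with the reporter statistic at 8 and 12 weeks (adjusted p = 0.00993 and 0.00345) and at 12 weeks among probe sets above the median (0.0497) and without HFD-corn oil replicate 4 (0.0418), and the chemokine list at 8 weeks without HFD-EPA/DHA replicate 2 (0.0233). Cxcl9, an interferon-induced chemokine that draws T cells, had a log2 fold change of −0.88 ± 0.28 at 8 weeks (standard error, 4 mice against 3, limma adjusted p = 0.607) and of −0.45 ± 0.26 at 12 weeks (n = 4 per group). Cxcl1, which draws neutrophils, was at 0.78 ± 0.26 at 8 weeks, and its fold change moved by −0.99 ± 0.35 to 12 weeks (adjusted p = 0.997). Among GPCRs, Ffar2, a receptor for short-chain fatty acids, was at 0.39 ± 0.12 at 8 weeks and Glp1r, the receptor of glucagon-like peptide, at −0.35 ± 0.12 at 12 weeks.

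The 342 genes of GPCR ligand binding gave camera adjusted p = 0.305 at 8 weeks, 0.236 at 12 weeks and 0.987 for the change with time. For 31 genes of chemokines and adhesion molecules these were adjusted p = 0.484, 0.349 and 0.975. At 8 weeks the test and the median differed in sign for each list, as they did for the change with time of the GPCRs. Of the chemokine and adhesion genes, 17 lay above 0 at 8 weeks and 11 at 12 weeks.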

Members of this cluster related to signaling particularly via GPCR, chemotaxis or adhesion.

**Fig. 2:**
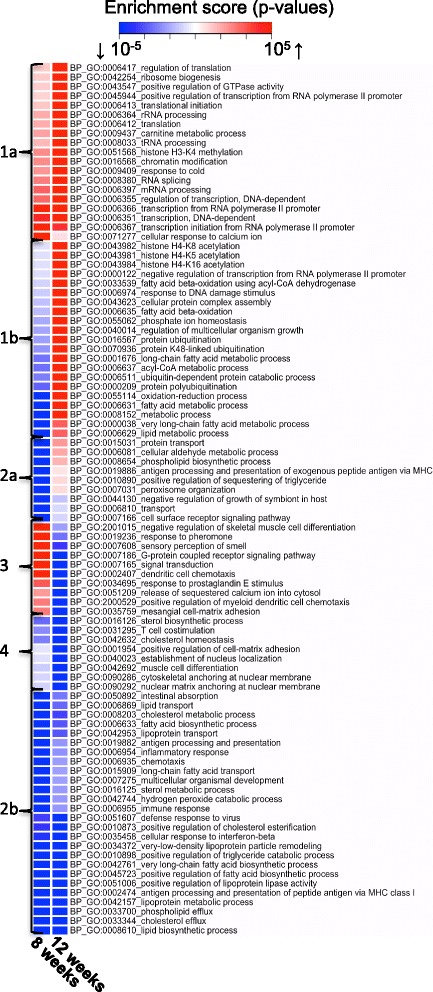
Heatmap of GO: BPs from the gene set enrichment analysis of transcriptome data from HFD-EPA/DHA *vs* HFD-corn oil comparisons at 8 weeks (left column) and 12 weeks (right column). Clusters 1a/b to 4 are shown and discussed in the text. The colour intensities show the level of enrichment of each GO:BP term where blue signifies downregulated processes and red upregulated; FDR adjusted p-value <0.05

### Time-dependent effects of diet on gene expression

Additional file 1: Figure S5a shows Venn diagram of the differentially expressed transcripts at 8 weeks; HFD-EPA/DHA *vs.* control (n = 1177), HFD-corn oil *vs.* control (n = 1288) and HFD-EPA/DHA *vs.* HFD-corn oil (n = 341). After 12 weeks, corresponding numbers were: HFD-EPA/DHA and control (n = 1370), HFD-corn oil *vs.* control (n = 1066) and HFD-EPA/DHA *vs.* HFD-corn oil (n = 142. The 89 transcripts in Additional file 1: Figure S5a that differed in both comparisons HFD-EPA/DHA *vs.* control and in HFD-EPA/DHA *vs.* HFD-corn oil at 8 weeks plus the 12 transcripts that differed between all three comparisons were further investigated (Fig. 3a). Corresponding gene expression data of the 61 transcripts at 12 weeks is shown in Additional file 1: Figure S6a, S6b and Fig. 3b show the 112 and 37 transcripts that were differentially regulated by HFD-corn oil compared to the other two diets at 8 and 12 weeks, respectively. These figures demonstrate that there is a clear time-dependence in that fewer genes were differentially regulated by either HFD at 12 weeks.

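At 8 weeks, both HFDs changed more transcripts downwards than upwards against control, and few transcripts differed between the HFDs. The test called 58 transcripts higher and 125 lower on HFD-EPA/DHA vs. control. On HFD-corn oil vs. control 73 were higher and 232 lower, and between the HFDs 3 were higher and 8 lower on HFD-EPA/DHA. Against control, 147 of the 183 called on HFD-EPA/DHA carried 1 gene symbol, for 140 genes. On HFD-corn oil 137 of 305 did, for 124 genes, so by genes the order of the diets turned. At an unadjusted p under 0.05 the balance between the HFDs was turned, with 1966 higher and 896 lower. Adam11, a member of the ADAM family of surface proteins, rose on both HFDs, by log2 fold changes of 1.80 ± 0.14 and 1.62 ± 0.15 (standard errors, limma adjusted p = 1.65e-07 and 3.21e-06). Cyp4a14, a fatty acid hydroxylase, rose on HFD-EPA/DHA by 2.39 ± 0.53. Slc39a4, a zinc importer, rose there by 1.37 ± 0.16. Fabp5, a fatty acid binding protein, fell by −2.35 ± 0.40 and −2.46 ± 0.43, and Cyp17a1, a steroid hydroxylase, by −2.18 ± 0.34 and −1.65 ± 0.37. On HFD-EPA/DHA vs. HFD-corn oil, Qpct, which forms pyroglutamate at the ends of peptides, was higher by 0.73 ± 0.12. Immediate early genes, which respond to handling, were lower as a list on HFD-corn oil vs. control (camera adjusted p = 2.00e-05, and 0.0609 with an estimated correlation), and among them Egr1 fell by −2.44 ± 0.40.

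Of the 183 and 305 transcripts changed by HFD-EPA/DHA and by HFD-corn oil, 87 were shared, 86 of them in the same direction (22 higher and 64 lower). Independent lists of these sizes would share 0.102 higher and 0.701 lower. Over all transcripts the fold changes of the HFDs had Pearson r = 0.626. That lay within the range of 100 simulations of unchanged groups against a shared simulated control group (mean 0.459, highest 0.710). Each simulation shuffled the residuals of all 23 arrays over the groups, so the real control arrays were not held fixed. With the 4 control arrays split 2 and 2 between the comparisons, 7 to 23 were shared in the same direction, and r was 0.164 to 0.351. Each comparison then had 2 control arrays, so both values fall through fewer arrays as well as through the end of sharing. The covariance of the fold changes was 0.0195, against a mean of 0.00865 in the simulations and of 0.0116 with the controls split. Of the 183, 178 had no overlap between the arrays of the groups; over all transcripts 4.15% had none, against 2.86% by chance. Of the 305, 302 had none; there the share over all transcripts was 9.13%, against 5.71% by chance.

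The counts hang on single arrays, and leaving out each in turn gave 89 to 373 transcripts changed on HFD-EPA/DHA vs. control. They were 373, 101 and 89 without control replicates 1, 3 and 4 and 117, 115 and 115 without HFD-EPA/DHA replicates 1, 2 and 4. On HFD-corn oil vs. control they were 476, 85, 54 and 44 without control replicates 1 to 4, and 33, 30 and 83 without HFD-corn oil replicates 1, 2 and 4. Without HFD-corn oil replicate 1 or 2 more of them were higher (25 and 17) than lower (8 and 13), and without control replicate 3 as many were higher as lower (27 each). Between the HFDs the 11 became 4 without HFD-corn oil replicate 2. The 86 shared in the same direction became 267, 46, 26 and 20 without control replicates 1 to 4, 51 without HFD-EPA/DHA replicate 1, and 16, 16 and 50 without HFD-corn oil replicates 1, 2 and 4.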

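At 12 weeks, more transcripts passed the threshold against control on HFD-EPA/DHA than on HFD-corn oil, an order that turned at an unadjusted p under 0.05 (3490 and 3528). The test called 124 transcripts higher and 131 lower on HFD-EPA/DHA, 44 higher and 30 lower on HFD-corn oil, and 4 lower on HFD-EPA/DHA than on HFD-corn oil. Between the HFDs limma called 0 higher. At an unadjusted p under 0.05, 1492 were higher and 1998 lower on HFD-EPA/DHA vs. control, 1457 higher and 2071 lower on HFD-corn oil vs. control, where the balance was turned, and 969 higher and 944 lower between the HFDs. Acot1, a thioesterase of fatty acyl-CoA, rose on HFD-EPA/DHA by a log2 fold change of 1.29 ± 0.16 (standard error, n = 4 per group, adjusted p = 7.51e-05). Vnn1, a pantetheinase, rose there by 1.18 ± 0.21. Abcg8, a part of the sterol exporter of the bile canaliculus, rose on HFD-corn oil by 1.07 ± 0.15 (adjusted p = 0.00138). Adam11 rose on both diets, by 1.63 and 1.60, and Cyp17a1 fell on both, by −2.49 and −1.68. Kupffer cell and macrophage markers lay below the other genes on both HFDs (camera adjusted p = 0.000143 and 0.00147, and 0.463 and 0.559 with an estimated correlation). Marco, a scavenger receptor of Kupffer cells, was at −0.62 ± 0.19 and −0.55 ± 0.19 (adjusted p = 0.211 and 0.365).

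Of the 255 and 74 transcripts changed by the HFDs, 54 were shared, 30 higher and 24 lower on both. Independent lists would share 0.132 higher and 0.0951 lower, and with the controls split 2 and 2 the number was 4 to 17. Over all transcripts Pearson r was 0.687, within the range of simulated unchanged groups against a shared simulated control group (mean 0.488, highest 0.754). It was 0.154 to 0.328 with the controls split, which left fewer controls in each comparison. The covariance of the fold changes was 0.0181, against a mean of 0.00868 in the simulations and of 0.00947 with the controls split. The count on HFD-EPA/DHA was 151 and 166 without control replicates 2 and 4, and 167, 169 and 157 without HFD-EPA/DHA replicates 1, 2 and 3. On HFD-corn oil it was 30, 41 and 39 without control replicates 2, 3 and 4, and 40, 47, 28 and 32 without HFD-corn oil replicates 1 to 4. The 54 shared became 22, 33 and 32 without these control arrays and 35, 28, 24 and 23 without these HFD-corn oil arrays.

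**Figure D3:**
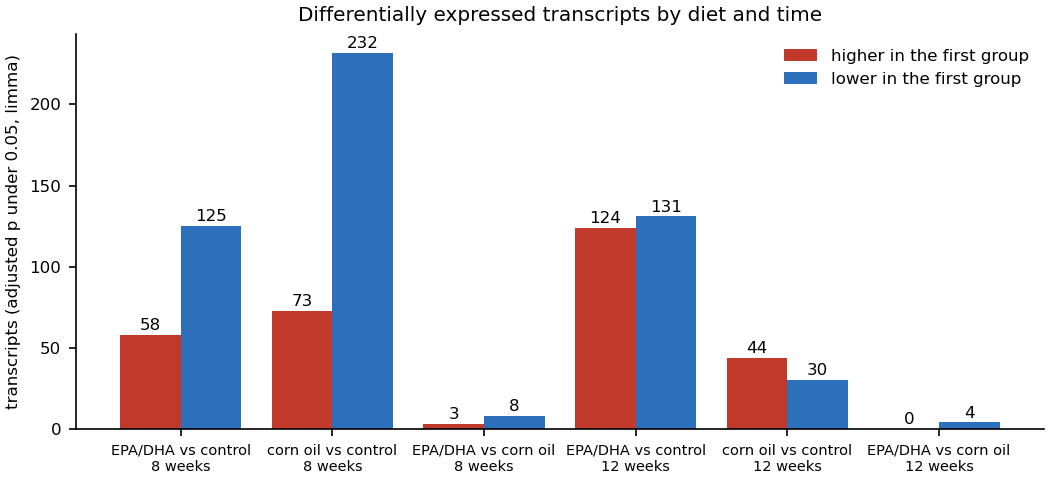
Number of differentially expressed transcripts (vertical axis, limma adjusted p under 0.05) for each comparison of diets at 8 and 12 weeks (horizontal axis), higher (red) or lower (blue) in the first group of the comparison. The bars run from 0 to 232.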

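At 8 weeks, 7 transcripts differed on HFD-EPA/DHA from both other diets, 6 of them lower. Stap1, a signalling adaptor protein, fell by log2 fold changes of −1.48 vs. control and vs. HFD-corn oil (limma adjusted p = 0.000635 and 0.00806, n = 4 against 4 and 3). Gpc1, a heparan sulfate proteoglycan of the cell surface, fell by −0.57 vs. control and −1.12 vs. HFD-corn oil. The fatty acid desaturase Fads2, the fatty acid binding protein Fabp2 and the apolipoprotein Apoa4 fell in both comparisons as well. Fam234b rose by 0.52 and 0.62. The seventh transcript, which carries no gene symbol, fell by −1.67 and −1.15. Gpc1 also differed between HFD-corn oil and control and was the 1 transcript past the threshold in all 3 comparisons.

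Independent lists of these sizes would share 0.00421 higher and 0.0242 lower transcripts. Over all transcripts the fold changes of the 2 comparisons had Pearson r = 0.380, below the mean of simulated unchanged groups that share a simulated HFD-EPA/DHA group (0.450). With the 4 HFD-EPA/DHA arrays split 2 and 2 between the comparisons, which left fewer arrays in each, 2 to 4 were shared. Leaving out replicate 4 of HFD-EPA/DHA, or replicate 2 or 4 of HFD-corn oil, left 4. A separate fit per week gave 3, and a separate fit per comparison gave 0 by limma (564 at an unadjusted p under 0.05 in the joint fit).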

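Themis, a T cell signalling protein that is also found in other tissues, and Cidec, a lipid droplet protein, stood higher on HFD-corn oil than on both other diets at 8 weeks. Themis rose by a log2 fold change of 1.55 vs. control (limma adjusted p = 0.000205, 3 mice against 4) and lay lower on HFD-EPA/DHA than on HFD-corn oil by −1.33. Its level was low: the mean over the 23 arrays, 6.98 on the log2 scale, lay below all array medians (7.14 to 7.21). Ier2, an immediate early gene with a low mean level of 7.38, was the 1 lower transcript, at −0.80 vs. control. With Gpc1, these made 4 transcripts that HFD-corn oil changed against both diets, with 0 left without replicate 2 of HFD-corn oil (limma, with 772 at an unadjusted p under 0.05) and 2 without its replicate 1 or control replicate 4. A separate fit per week gave 2 and a separate fit per comparison 0 (limma).

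At 12 weeks, 4 transcripts differed on HFD-EPA/DHA from both other diets, all lower. They were Apoa4, Stap1 (log2 fold changes −1.14 and −1.55), Gpc1 (−0.59 and −0.79) and 1 transcript without a symbol, and the same 4 were among the 7 of 8 weeks. HFD-corn oil had 1 transcript that differed from both other diets at 12 weeks, the same one without a symbol, at −0.77 vs. control. It was lower than on control and higher than on HFD-EPA/DHA. Independent lists would share 0.0127 lower for HFD-EPA/DHA. Without HFD-corn oil replicate 3 or 4 or control replicate 2 or 3, limma left 0 for HFD-corn oil at 12 weeks (525 at an unadjusted p under 0.05), and without HFD-EPA/DHA replicate 2 it left 2. For HFD-corn oil at 12 weeks limma also gave 0 among probe sets with 1 gene symbol and with a separate fit per comparison.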

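The size of the diet effects was compared between the times for every transcript. For Sqle, Fabp5, Adam11 and Cyp17a1, the effects of both HFDs vs. control passed the threshold at 8 and at 12 weeks. Others with large changes, such as Cyp4a14, Obp2a and Orm3, which rose most on HFD-EPA/DHA at 8 weeks among the genes named by the rule, did not pass in all 4 comparisons. In all, 24 transcripts passed it in all 4 comparisons with control, 8 higher and 16 lower, among them the sterol enzyme Cyp51, the aldolase Aldoc, which fell on HFD-corn oil by a log2 fold change of −1.16 at 8 weeks and −0.76 at 12 weeks, and Ephx1, an epoxide hydrolase. Immediate early genes changed with time for HFD-corn oil vs. control as a list (camera adjusted p = 1.69e-06, and 0.0402 with an estimated correlation).

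More transcripts were called against control on HFD-EPA/DHA at 12 than at 8 weeks (255 and 183), and fewer on HFD-corn oil (74 and 305), and single arrays turned both orders. On HFD-EPA/DHA, 8 weeks gave 373 without control replicate 1, and 12 weeks gave 151 and 166 without control replicates 2 and 4 and 167, 169 and 157 without HFD-EPA/DHA replicates 1, 2 and 3. Array weights on all 24 arrays turned that order too (348 and 313 at 8 and 12 weeks). On HFD-corn oil, 8 weeks gave 54 and 44 without control replicates 3 and 4 and 33 and 30 without HFD-corn oil replicates 1 and 2, and at an unadjusted p under 0.05 the counts were 3402 at 8 weeks and 3528 at 12 weeks. For the change with time of the difference itself, limma called 0 transcripts for HFD-EPA/DHA vs. control, HFD-corn oil vs. control and HFD-EPA/DHA vs. HFD-corn oil. At an unadjusted p under 0.05 the counts were 2045, 1507 and 1844, and the smallest adjusted p-values were 0.539, 1.00 and 0.508. A score of the core clock genes was −1.40 in the control mice at 8 weeks and 1.58 in those at 12 weeks, with an exact permutation p of 0.0286 (two-sided), the smallest that 4 against 4 mice can give. Adjusted over 9 comparisons it was 0.257, so this difference could not have passed by itself.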

**Fig. 3:**
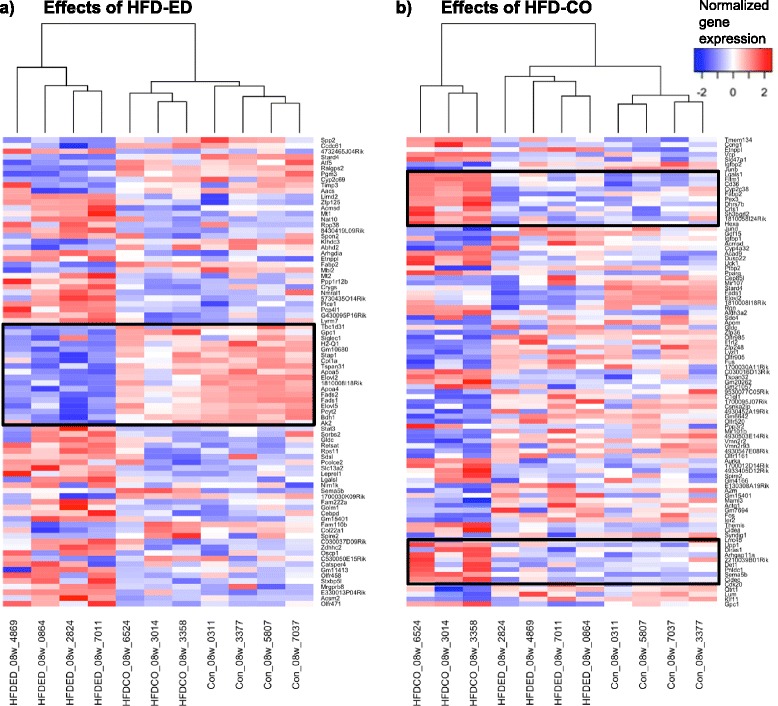
Heatmaps of individual gene expression that were regulated at 8 weeks by **a**) HFD-EPA/DHA and **b**) HFD-corn oil *vs*. the other two diets. Not annotated (“NA”) transcripts were excluded. The signals were normalised row wise to 0 and are shown from blue to red colour signifying the lowest to the highest gene expression values

### Specific effects of HFD-EPA/DHA and of HFD-corn oil on gene expression

The boxed-in areas in the heatmap in Fig. 3a show genes that were downregulated by HFD-EPA/DHA compared with the other two diets at 8 weeks. Figure 4 shows the expression of some these genes at 8 weeks and 12 weeks. The genes are coding for proteins involved in lipoprotein particle assembly (*ApoA4*), fatty acid transport (*Fabp2*) and biosynthesis of long-chain PUFA (*Elovl2*, *Elovl5*, *Fads1* and *Fads2*). 

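Apoa4 fell on HFD-EPA/DHA against both other diets at 8 and 12 weeks, and Fabp2 and Fads2 did at 8 weeks. Apoa4, an apolipoprotein of triglyceride-rich lipoproteins, had a signal of 2443 ± 626 on HFD-EPA/DHA, 7326 ± 703 on control (SD, n = 4 each) and 5412 ± 408 on HFD-corn oil (SD, n = 3) at 8 weeks, and of 2122 ± 268, 8393 ± 720 and 6184 ± 612 (n = 4 each) at 12 weeks. Signals are given as 2 to the power of the deposited value. Its log2 fold changes vs. control and vs. HFD-corn oil were −1.62 ± 0.14 and −1.18 ± 0.15 (standard errors) at 8 weeks and −1.99 and −1.55 at 12 weeks. Fabp2, which binds fatty acids in enterocytes and hepatocytes, fell by −0.83 ± 0.14 and −1.26 ± 0.15 at 8 weeks. At 12 weeks its values were −0.42 and −0.67 (limma adjusted p = 0.236 and 0.185). Fads2, a desaturase of PUFA synthesis, fell by −0.98 ± 0.11 and −0.69 ± 0.12 at 8 weeks.

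Against control, the elongases Elovl2 and Elovl5 and the desaturases Fads1 and Fads2 were lower at 8 weeks (log2 fold changes from −0.98 to −0.90) and at 12 weeks (from −0.82 to −0.64). Against HFD-corn oil at 8 weeks, Elovl2, Elovl5 and Fads1 had log2 fold changes of −0.46, −0.80 and −0.52 (adjusted p = 0.0848, 0.0991 and 0.459). At 12 weeks, Elovl2, Elovl5, Fads1 and Fads2 had −0.40, −0.47, −0.45 and −0.51 against HFD-corn oil (adjusted p = 0.193, 0.782, 0.782 and 0.242). Elovl2 fell on HFD-corn oil vs. control too, by −0.44 at 8 weeks and −0.39 at 12 weeks. Over the list of 23 genes named in the paper alone, the adjusted p for HFD-EPA/DHA vs. HFD-corn oil lay under 0.05 for all 6 genes at both times. That list was chosen by the study on these samples, so its adjusted values are not independent evidence. The change with time of HFD-EPA/DHA vs. HFD-corn oil was 0.58 ± 0.20 for Fabp2 (adjusted p = 0.997, and 0.0458 over the list alone).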

*ApoA5* was downregulated by HFD-EPA/DHA at 8 weeks but not at 12 weeks. 

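Apoa5, an apolipoprotein that lowers plasma triglycerides, fell on HFD-EPA/DHA vs. control at 8 weeks by a log2 fold change of −0.44 ± 0.09 (standard error, n = 4 per group, limma adjusted p = 0.0224). Its signal was 3648 ± 430 on HFD-EPA/DHA and 4953 ± 388 on control (SD). At 12 weeks the log2 fold change was −0.17 ± 0.09 (adjusted p = 0.678). Against HFD-corn oil it was −0.34 ± 0.10 at 8 weeks (4 mice against 3, adjusted p = 0.546) and −0.10 ± 0.09 at 12 weeks (adjusted p = 1.00). The change with time of the difference from control was 0.28 ± 0.13 (adjusted p = 0.983).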

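The metallothioneins Mt1 and Mt2, which bind zinc and copper and respond to metals and glucocorticoids, had their highest mean signals on HFD-EPA/DHA at 8 weeks, where 1 of the tests passed. Mt1 rose vs. control by a log2 fold change of 1.14 ± 0.26 (standard error, n = 4 per group, limma adjusted p = 0.0446). Mt2 had a log2 fold change of 1.50 ± 0.38 (adjusted p = 0.0850). Against HFD-corn oil the values were 1.18 ± 0.28 for Mt1 and 1.62 ± 0.41 for Mt2 (4 mice against 3, adjusted p = 0.359 and 0.441). At 12 weeks Mt1 was at 0.14 ± 0.26 and Mt2 at 0.04 ± 0.38 vs. control.

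The mean signal of Mt1 on HFD-EPA/DHA at 8 weeks was 1108 ± 558 (SD), with mice from 688 to 1927, against 482 ± 168 on control, and the arrays of these groups overlapped. Without the highest of these arrays, replicate 4, Mt1 was at 0.84 ± 0.23 (adjusted p = 0.126), and over all alternatives for this comparison its adjusted p ran from 0.0157 to 0.172. Of 24 metallothionein and acute phase genes, 5 were higher on HFD-EPA/DHA than on HFD-corn oil when adjusted over the list alone. That list gave camera adjusted p = 4.25e-05, and 0.463 with an estimated correlation. The change with time of HFD-EPA/DHA vs. HFD-corn oil was −1.73 ± 0.56 for Mt2 (adjusted p = 0.997, and 0.0458 over the list of genes the paper names, which the study chose on these samples).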

Examples of genes that were upregulated by HFD-EPA/DHA compared with the other two diets were *Mt1* and *Mt2*.

**Fig. 4:**
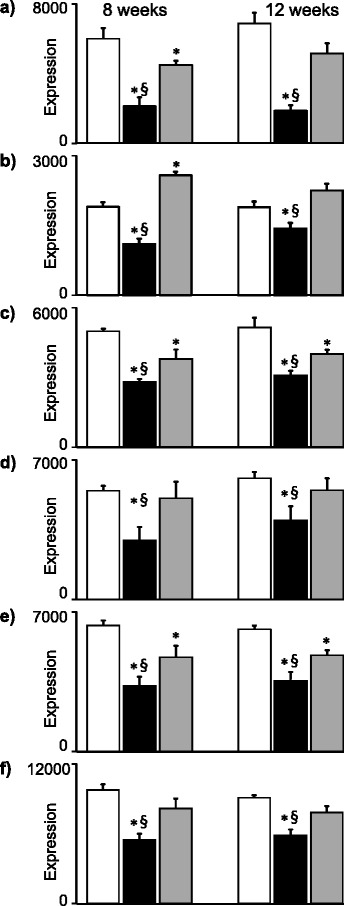
Expression of genes coding for proteins involved in lipid metabolism that were downregulated by HFD-EPA/DHA (black bars) *vs.* both control (white bars) and HFD-corn oil (grey bars). Results from 8 weeks (left panels) and 12 weeks (right panels) are shown. **a**) *ApoA4*. **b**) *Fabp2*. **c**) *Elovl2*. **d**) *Elovl5*. **e**) *Fads1* and **f**) *Fads2*. Gene expression (GE) from normalized microarray data and are shown in arbitrary units as mean ± SEM. FDR adjusted p-values p < 0.05; * *vs.* control. § *vs.* HFD-EPA/DHA

The boxed-in areas in the heatmap in Fig. 3b show genes that were upregulated by HFD-corn oil compared with the other two diets at 8 weeks. 

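Pparg, the gene of the transcription factor Pparγ, and genes of lipid droplets rose on HFD-corn oil vs. control at 8 weeks. Pparg rose by a log2 fold change of 1.20 ± 0.21, Cidec by 1.65 ± 0.30 and Cidea by 1.31 ± 0.28 (standard errors, 3 mice against 4, limma adjusted p = 0.00727, 0.0119 and 0.0327). Cidea and Cidec encode proteins that enlarge lipid droplets. The level of Cidea was low: its mean over the 23 arrays, 6.81 on the log2 scale, lay below all array medians (7.14 to 7.21). Fitm1, which helps to form droplets at the endoplasmic reticulum, rose by 1.01 ± 0.16, the fatty acid transporter Cd36 by 1.59 ± 0.26, and the fatty aldehyde dehydrogenase Aldh3a2 by 0.62 ± 0.11. Lgals1, a galectin, and Sema5b, a semaphorin, rose by 1.28 ± 0.22 and 1.08 ± 0.15. The signal of Cidec was 662 ± 215 on HFD-corn oil (SD, n = 3), 206 ± 26.0 on control and 186 ± 89.9 on HFD-EPA/DHA (n = 4 each).

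Against HFD-EPA/DHA at 8 weeks, Cidec was the gene of these 8 that passed the threshold, at −1.90 ± 0.30 on HFD-EPA/DHA vs. HFD-corn oil (adjusted p = 0.00929). The others ranged from −1.22 for Cidea to −0.38 for Aldh3a2 (adjusted p = 0.331 and 0.549), and all 8 passed when adjusted over the list of 23 genes the paper names, which the study chose on these samples. At 12 weeks the log2 fold changes between the HFDs ran from −0.48 for Cidec to 0.02 for Aldh3a2, with adjusted p = 1.00 for each. On HFD-corn oil vs. control at 12 weeks, 7 of the 8 genes were higher, and Cidea was at 1.12 (adjusted p = 0.0975). On HFD-EPA/DHA vs. control at 12 weeks, Fitm1, Cd36, Aldh3a2 and Sema5b rose, by 0.76, 1.12, 0.69 and 0.92. In this comparison a second probe set gave 0.21 for Fitm1 and 0.63 for Aldh3a2 (limma adjusted p = 0.540 and 0.00860). Replicate 4 of HFD-EPA/DHA at 12 weeks had the lowest signal of its group for all 8 genes. Its Cd36 signal, 1299, lay below that of the highest control mouse, 1485. The second probe set of Fitm1 gave 0.47 on HFD-corn oil vs. control at 8 weeks and 0.22 at 12 weeks (adjusted p = 0.0300 and 0.487), and that of Aldh3a2 gave 0.55 and 0.50 (adjusted p = 0.0486 and 0.115). The change with time of HFD-EPA/DHA vs. HFD-corn oil was 1.41 ± 0.41 for Cidec and 0.59 ± 0.21 for Sema5b (adjusted p = 0.997 each, and 0.0458 each over the list alone).

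**Figure D4:**
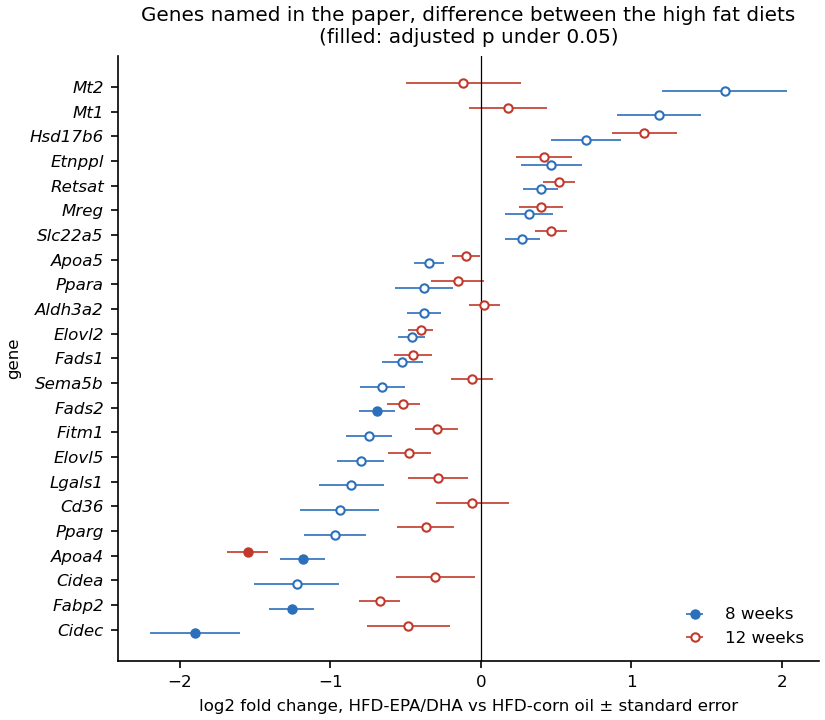
Log2 fold change of HFD-EPA/DHA vs. HFD-corn oil (horizontal axis) for the 23 genes named in the paper (vertical axis) at 8 weeks (blue) and 12 weeks (red). Bars are standard errors and filled points have an adjusted p under 0.05, as Cidec has at 8 weeks, at −1.90.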

Figure 5 shows expression of genes that were upregulated by HFD-corn oil *vs.* both control and HFD-EPA/DHA at 8 weeks but did not differ between the two HFDs at 12 weeks. These genes are known to be regulated by Pparγ, several of which are associated to cytoplasmic lipid droplet formation in hepatocytes (*Cidea*, *Cidec*, *Fitm1*, *Cd36*, *Aldh3a2*).

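Genes linked to Pparγ and steatosis lay above the other genes as a list on HFD-corn oil at 8 weeks. Of 15 such genes, 7 were higher on HFD-corn oil than on control (10 adjusted over the list alone) and 2 on HFD-EPA/DHA (5 adjusted over the list alone). The median log2 fold change was 1.01 on HFD-corn oil and 0.26 on HFD-EPA/DHA. Gpat3, an acyltransferase of triglyceride synthesis that the paper does not name, rose on both diets, by 1.01 ± 0.18 on HFD-corn oil (standard error, limma adjusted p = 0.00892) and 0.95 ± 0.16 on HFD-EPA/DHA (adjusted p = 0.00478). Of 21 lipid droplet proteins, 3 were higher on HFD-corn oil, all 3 named in the paper (6 adjusted over the list alone).

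The Pparγ list gave camera adjusted p = 1.13e-20 on HFD-corn oil, and 0.0155 with an estimated correlation. On HFD-EPA/DHA it gave 6.13e-06, where an estimated correlation gave adjusted p = 0.132. The lipid droplet list had a median of 0.03 on HFD-corn oil and gave adjusted p = 0.00162, and 0.205 with an estimated correlation. The lists hold genes that the study picked on these samples. Without those, at the preset correlation, the Ppar-gamma linked steatosis genes gave camera adjusted p = 3.01e-08 on HFD-corn oil and the lipid droplet proteins 0.340. Lists without those genes were not tested with an estimated correlation. Markers of other cell types had medians on HFD-corn oil of 0.14 for macrophages, 0.14 for endothelium, 0.08 for lymphocytes, −0.00 for stellate cells and −0.07 for cholangiocytes. The paper, which measured more lipid in these livers, proposes that the higher expression of the droplet genes goes with it.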

**Fig. 5:**
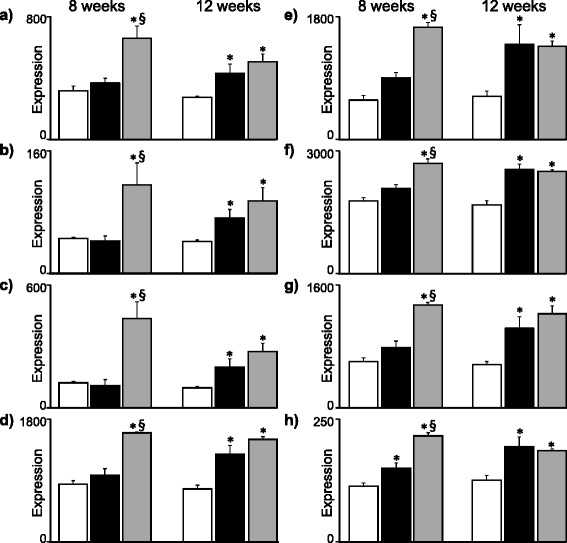
Expression genes coding for proteins involved in lipid droplet assembly or associated to lipid droplets in the cell upregulated by HFD-corn oil (grey bars) *vs.* both control (white bars) and HFD-EPA/DHA (black bars). Results from 8 weeks (left panels) and 12 weeks (right panels) are shown. **a**) *Pparg*. **b**) *Cidea*. **c**) *Cidec*. **d**) *Fitm1*. **e**) *Cd36*. **f**) *Aldh3a2*. **g**) *Lgals1* and **h**) *Sema5b*. Gene expression (GE) from normalized microarray data and are shown in arbitrary units as mean ± SEM. FDR adjusted p-values p < 0.05; * *vs.* control. § *vs.* HFD-EPA/DHA

The final Fig. 6 shows gene pattern that were upregulated by HFD-EPA/DHA at 8 weeks *vs*. both control and HFD-corn oil, and with similar expression pattern at 12 weeks. These genes were *Retsat*, *Slc22a5*, *Hsd17b6*, *Etnppl* and *Mreg*.

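Retsat, which saturates retinol, rose on HFD-EPA/DHA vs. control at both times, by log2 fold changes of 0.60 ± 0.11 at 8 weeks and 0.63 ± 0.11 at 12 weeks (standard errors, n = 4 per group, limma adjusted p = 0.00478 and 0.00237). Its signal was 5794 ± 667 on HFD-EPA/DHA, 3807 ± 297 on control (SD, n = 4 each) and 4403 ± 603 on HFD-corn oil (n = 3) at 8 weeks. Etnppl, which breaks down phosphoethanolamine, and Mreg, a protein of melanosome transport, rose vs. control at 8 weeks, by 0.82 ± 0.19 and 0.70 ± 0.15. Hsd17b6, a dehydrogenase of steroids and retinoids, and Slc22a5, a carnitine transporter, rose at 12 weeks, by 1.07 ± 0.22 and 0.51 ± 0.11.

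The remaining log2 fold changes vs. control were 0.45 for Hsd17b6 and 0.27 for Slc22a5 at 8 weeks (adjusted p = 0.608 and 0.475) and 0.43 for Etnppl and 0.47 for Mreg at 12 weeks (adjusted p = 0.513 and 0.218). Against HFD-corn oil at 8 weeks they ran from 0.28 for Slc22a5 to 0.70 for Hsd17b6 (adjusted p = 0.696 and 0.667), with 0.40 for Retsat. At 12 weeks against HFD-corn oil they ran from 0.40 for Mreg to 1.08 for Hsd17b6 (adjusted p = 1.00 and 0.170). Of the 5 genes, 4 were higher than on HFD-corn oil at each time when adjusted over the list of genes the paper names, Mreg missing at 8 weeks and Etnppl at 12 weeks. That list was chosen by the study on these samples and is not independent evidence. Of 27 genes of retinoid metabolism, 2 were higher at 12 weeks when adjusted over the list alone, and the list gave camera adjusted p = 1.00 at 8 weeks, where test and median differed in sign, and 0.0582 at 12 weeks. That list holds 2 genes that the study picked on these samples, and without them it gave camera adjusted p = 0.548 at 12 weeks.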

**Fig. 6:**
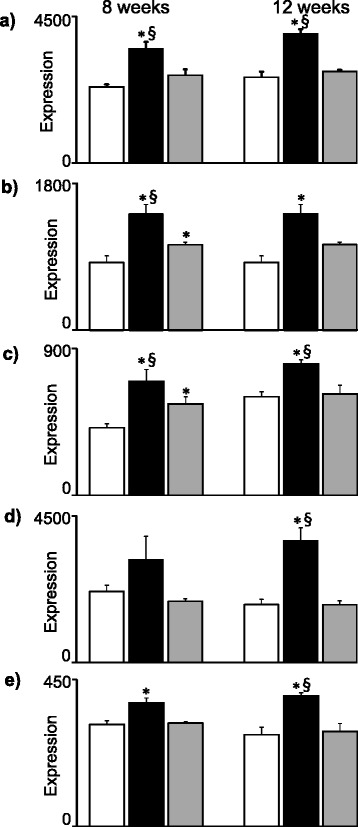
Expression genes upregulated by HFD-EPA/DHA *vs.* control and HFD-corn oil at 8 weeks (left) or at 12 weeks (right): **a**) *Retsat*. **b**) *Slc22a*. **c**) *Hsd17b6*. **d**) *Etnppl*. **e**) *Mreg*. Gene expression (GE) from normalized microarray data and are shown in arbitrary units as mean ± SEM. FDR adjusted p-values p < 0.05; * *vs.* control. § *vs.* HFD-corn oil

## Discussion

The data presented in this study show that mice fed the EPA/DHA-enriched HFD were metabolically healthier than the HFD-corn oil mice despite similar degree of adiposity at 12 weeks. The metabolic health was expressed as the lower hepatic triglyceride levels in the mice fed HFD-EPA/DHA compared to the HFD-corn oil fed mice at both the time points. Transcriptomics analyses revealed that expression of genes coding for proteins associated to lipid droplets in hepatocytes were upregulated in the HFD-corn oil livers consistent with increased lipid storage. In contrast, Pparα-related gene expression was upregulated by the EPA/DHA-enriched diet suggestive of increased usage of lipids as fuel.

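Targets of Pparα lay above the other genes as a list on both HFDs at both times at the preset correlation, and with an estimated correlation in none of the 4 comparisons (adjusted p from 0.0571 to 0.726). Acot1 and Acot2, thioesterases of fatty acyl-CoA, rose on HFD-EPA/DHA vs. control at 12 weeks, Acot2 by a log2 fold change of 1.06 ± 0.16 (standard error, n = 4 per group, limma adjusted p = 0.000948). Ehhadh, a peroxisomal enzyme, rose there by 0.76 ± 0.10 (adjusted p = 0.000181). Fgf21, a hormone that the liver releases on fasting, fell at 8 weeks by −1.18 ± 0.19. Against HFD-corn oil at 12 weeks, Cyp4a31, a fatty acid hydroxylase, was at 1.05 ± 0.24 and Acot1 at 0.73 ± 0.16 (adjusted p = 0.395 and 0.235).

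Of 31 measured targets, 10 were higher and 1 lower on HFD-EPA/DHA than on control at 12 weeks (18 and 1 adjusted over the list alone), and 3 were higher and 2 lower at 8 weeks (11 and 4). On HFD-corn oil 5 were higher and 1 lower at 8 weeks (8 and 1) and 3 were higher at 12 weeks (9 higher and 4 lower). The list gave camera adjusted p = 1.95e-17 for HFD-EPA/DHA at 12 weeks and 0.0277 at 8 weeks, where an estimated correlation gave adjusted p = 0.0571 and 0.726. For HFD-corn oil it gave 4.83e-07 at 8 weeks and 0.000838 at 12 weeks, and with an estimated correlation adjusted p = 0.283 and 0.528. Between the HFDs, 10 targets were higher on HFD-EPA/DHA at 12 weeks when adjusted over the list alone, and 2 were higher and 3 lower at 8 weeks. The list lay above the other genes at 12 weeks (adjusted p = 1.36e-11) and below them at 8 weeks (adjusted p = 0.00293), with adjusted p = 0.124 and 0.602 with an estimated correlation. The change between the times gave 1.44e-15, and an estimated correlation gave adjusted p = 0.0775. The paper proposes from the higher expression of Pparα-related genes that lipids were used more as fuel.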

EPA and DHA enriched diets have been shown to reduced the risk of metabolic syndrome [10]. The fatty acid profile of diets shows that HFD-EPA/DHA diet provided a surplus of n-3 PUFAs since EPA and in particular DHA was present in the neutral lipid fraction. The mice fed the HFD-corn oil diet showed instead an excess of MUFA and n-6 PUFA storage in the hepatic triglycerides. Whether this difference in fatty acid profiles as a result of the two HFD is directly related to the much lower hepatic triglyceride content in the HFD-EPA/DHA mice than in the HFD-corn oil mice remains to be elucidated. Similar to our study, others have shown that dietary fish oil or EPA/DHA in HFDs counteracts lipid storage in livers of C57BL male mice [11–13]. One explanation to the lower liver triglyceride content after the HFD-EPA/DHA feeding could be upregulation of fatty acid β-oxidation since this is normally the major pathway to dispose excess fatty acid in the liver [2]. This is in line with the finding that C57BL mice fed HFD enriched in fish oil had lower level of hepatic steatosis and increased energy expenditure [14]. Alternatively, it has been shown that the n-6:n-3 ratio was increased in fatty livers from patients undergoing bariatric surgery [15]. This could be either caused by the increased n-6:n-3 ratio common in present day diets or the increased ratio could be a sign of inflammation in the liver, causing consumption of n-3-PUFA [16]. In the present study, the ratio of n-6:n-3 in the three diets were 1:62, 1:2.1 and 1:64 (control, HFD-EPA/DHA and HFD-corn oil, respectively). This may have bearing on as to why the triglyceride content at 8 weeks was lower in livers from the HFD-EPA/DHA mice even when compared to the controls.

The DXA-measurements performed at 12 weeks were consistent with the epiWAT and rpWAT relative weights. We can therefore assume that the HFD-EPA/DHA mice also had lower body fat % compared HFD-corn oil after 8 weeks diet intervention. This is in agreement with a previous study showing that male C57BL mice fed a high fat/high sucrose diet containing 5 wt.% EPA for 20 weeks had lower white adipose tissue depots weight than those fed the same diet but without EPA [17]. The dose of EPA and DHA used in this study, 0.83 wt.%, was much lower which may explain why the HFD-EPA/DHA mice in this study increased in adiposity after 12 weeks diet intervention. In addition, a lower hepatic triglyceride content has previously been shown to associate with lower epiWAT weight in C57BL mice fed HFD with EPA/DHA [12].

The family of Ppar transcription factors are widely believed to be primary mediators of the effects of EPA and DHA. These transcription factors regulate several lipid metabolic pathways in liver, adipose tissues and skeletal muscle. In obese humans with NAFLD, hepatic PPARG expression was upregulated [18]. Activation of Pparα reduces lipid storage in liver by promoting fatty acid β-oxidation [2]. In mice, Pparg overexpression induced hepatic steatosis whereas its disruption improved fatty liver [19]. The elevated *Pparg* gene expression at 8 weeks in the HFD-corn oil livers could directly relate to the increased lipid content detected in these livers. In contrast, there was no difference in hepatic *Pparg* gene expression in HFD-corn oil and HFD-EPA/DHA mice at 12 weeks. This could be an early sign of developing hepatic steatosis in HFD-EPA/DHA mice since Pparγ activation triggers a signalling cascade contributing to the formation of lipid droplets in the cytoplasm. *Cidec* (a.k.a. *Fsp27*), which was upregulated in the mice fed HFD-corn oil at 8 weeks, was regulated by Pparγ in steatotic livers from ob/ob mice [20]. However, in lean mice Cidec is regulated by Pparα, and recent research showed that simultaneous activation of Pparα and silencing of Cidec protected diet-induced obese mice from hepatic steatosis [21]. Other genes that are associated to LD formation, *Cidea* and *Fitm1* were also expressed at higher levels at 8 weeks in the HFD-corn oil livers compared to livers from the other two diets. Cidea is usually expressed at low levels in mouse liver but can be induced by treatment with Pparα agonists or by Pparγ overexpression [9]. Overexpression of *Fitm1* induced LD formation *in vivo* in mouse liver [22]. Cd36 is also regulated by Pparγ and, although not directly associated with LD, increased hepatic *Cd36* expression with age was recently shown to be associated with increased susceptibility to NAFLD [23]. The other gene transcripts such as *Aldh3a2*, *Lgals*, and *Sema5b* were also upregulated in HFD-corn oil mice as compared to HFD-EPA/DHA and control at 8 weeks. Aldh3a2 could also be involved in the formation of LD as Aldh3b2 was recently shown to be a LD-associated protein [24]. It appears therefore that induction of these genes, most likely through Pparγ, precedes the increased triglyceride storage in liver caused by a HFD. Interesting, LD proteins were suggested as drug targets for treatment of NAFLD [25].

The expression of the gene cluster including *RetSat* was upregulated by HFD-EPA/DHA *vs.* control and HFD-corn oil fed mice at one or both time-points, and had similar expression pattern at the other time-point. This cluster may therefore represent putative mechanisms to understand how EPA/DHA maintains lower hepatic triglyceride levels even as a component in a HFD. The cluster members have two obvious commonalities. The first is that, two of them are regulated by Pparα. In hepatocytes, *RetSat* (a.k.a. *Ppsig*) is directly regulated by Pparα [26], where it converts retinol to all-trans-13,14-dihydro-retinol [27]. *Slc22a5* is also known to be regulated by Pparα and is coding for a plasma membrane carnitine transporter, which is an essential metabolite required for mitochondrial β-oxidation of fatty acids [28]. However, there were no dietary effects on *Ppara* transcript levels at either time-point (data not shown). 

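The signal of Ppara, the gene of the transcription factor itself, was 2251 ± 674 on HFD-EPA/DHA, 2812 ± 381 on control (SD, n = 4 each) and 2885 ± 759 on HFD-corn oil (n = 3) at 8 weeks. At 12 weeks it was 2353 ± 190, 2250 ± 332 and 2640 ± 452 (n = 4 each). On HFD-EPA/DHA vs. control the log2 fold change was −0.36 ± 0.18 at 8 weeks (standard error, limma adjusted p = 0.632) and 0.07 ± 0.18 at 12 weeks. Against HFD-corn oil it was −0.38 ± 0.19 and −0.15 ± 0.18 (adjusted p = 0.736 and 1.00). On HFD-corn oil vs. control it was 0.02 ± 0.19 and 0.23 ± 0.18 (adjusted p = 0.993 and 0.795). In each of these comparisons the arrays of the groups overlapped.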

The other common theme is that two genes are associated to Vitamin A metabolism; *Retsat* and *Hsd17b6*. Similar to RetSat, Hsd17b6 is also involved in retinoid metabolism [29]. However, Ppars form heterodimers with the retinoic acid X receptor (Rxr) and 9-cis retinoic acid is the most potent ligand of Rxr, with 40 times the affinity to the receptor compared with trans-retinols [30]. Induction of *Retsat* may therefore result in modification of Ppar-Rxr signalling. Alternatively, a recent paper on bioinformatics analysis of public microarray data identified *Retsat* as a key component in disorders relating to insulin resistance in both mice and humans [31], a condition strongly associated to NAFLD. This suggests that Retsat *per se* is of high relevance in NAFLD. *Etnppl* and *Mreg* were other genes that showed similar pattern to that of *Retsat* but little is known about these two genes and their involvement in hepatic function. The human homolog of *Etnppl* catalyse the catabolism of phosphoethanolamine [32] and *Mreg* is involved in biogenesis of melanosomes, a lysosome-like organelle in retinal epithelial cells and melanocytes [33].

## Conclusion

The data presented here show that EPA and DHA delayed the development of liver dysfunction in mice despite the catch-up in adiposity at 12 weeks. Further, the quality of dietary fat affected transcriptional programs initiated by Ppars differently as reflected by the gene-set enrichment analyses. The corn oil-based HFD induced Pparγ gene signatures, the EPA/DHA-enriched HFD induced genes known to be regulated by Pparα. In addition, the EPA/DHA-enriched diet also induced *Retsat* expression that may affect the Ppar system through the regulation of agonists to the Rxr heterodimer.

## Methods

### Animals and study design

The Animal Ethics Committee at the University of Gothenburg, Sweden, approved the study (Dnr: 253–2009). Six-week old C57BL/6J male mice (Harlan Laboratories, Netherlands) were housed in temperature and humidity controlled environment with 12 h light/dark cycle at our local animal facility. The mice were caged 5–6 per groups with *ad-libitum* access to water and chow. The number of animals per diet in each study was 12 per group initially. There were no differences in body weights at the start of the experiments. The body weights were recorded weekly. The mice were nine and ten weeks old at the start of 8 and 12-week study, respectively. Two mice from the control group in the 8-week study were removed due to fighting. In the 12-week experiment, the HFD-EPA/DHA group started with 11 animals and tissues from two animals from each group were perfused with saline for histochemistry and therefore excluded in the analyses.

The food was removed at 6 am and the mice were killed on three consecutive days between 9 am and 12 am by lethal intraperitoneal injections of sodium pentobarbital. Animals were selected randomly and alternatively from two diet groups each day. Blood was collected from the heart followed by cervical dislocation. Plasma was obtained by centrifugation at 4 °C of EDTA whole blood (10 min; 10,000 x g). Tissues were dissected out, weighed and frozen in liquid nitrogen. Tissues and plasma were stored at −80 °C.

### Diet composition

The EPA and DHA-enriched oils (EPAX 1050 and EPAX 6015) were a gift from EPAX AS (Lysaker, Norway; now part of the FMC Corporation, Pennsylvania, USA). Table 1 shows the diet compositions; the control diet provided 24 Energy % (E%) of protein, 12 E% of fat and 65 E% of carbohydrates, whereas the two HFD contained 25 E% of protein, 32 E% of fat and 44 E% of carbohydrates. The diets were prepared by Lantmännen (Kimstad, Sweden) and were delivered in powdered form. Therefore, the powdered diet and water was rolled into balls to make the texture more appealing to the mice when the diet was changed three times per week.

### Body composition

Retroperitoneal and epididymal white adipose tissues (rpWAT and epiWAT, respectively) were dissected out and weighed in both the 8 and the 12-week diet intervention study.

At 12 weeks, the mice were anesthetized with isofluorane (Baxter, IL, USA) on the day of termination and body composition was measured by Dual energy X-ray Absorption (DXA) using a Lunar PIXImus densitometer (Lunar Corp, WI, USA) as previously described [34].

### Isolation of total RNA and microarray analysis

Four mice were selected from each diet group on the basis of body weight, plasma triglyceride and plasma cholesterol levels. Total RNA from the livers was purified using the RNeasy Lipid Tissue Mini kit (Qiagen Nordic, Sollentuna, Sweden) according to the manufacturer’s instruction. Total RNA concentrations were measured using the NanoDrop 2000c UV–vis Spectrophotometer (Thermo Fisher Scientific, Gothenburg, Sweden). The RNA quality of samples were evaluated using the RNA 6000 Nano LabChip for Agilent 2100 Bioanalyzer (Agilent Technologies, Gothenburg, Sweden).

The RNA was labelled and hybridized to GeneChip® Mouse Gene 2.0 ST arrays (Affymetrix, CA, USA) at the SCIBLU Genomics core facility (Swegene Centre for Integrative Biology at Lund University, Sweden). The raw data is deposited in Gene Expression Omnibus database under accession number GSE65370.

### Data acquisition and analysis

The CEL files were imported to the window based Affymetrix® Expression Console™ software 1.3 for background correction and signal estimation from microarrays. The microarray data was normalized applying the iter-Probe Logarithmic Intensity Error algorithm together with the quantile normalization and perfect match probe only methods (Fig. 6). Empirical Bayes method from the limma package was then applied to the signals to calculate moderated t- and F-statistics, log odds and differential expression for comparisons between diets. Based on hierarchical clustering and scatter plots, one microarray from the HFD-corn oil group at 8 weeks was removed from subsequent analyses (Additional file 1: Figures S2-S3). 

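The HFD-corn oil array that was left out, replicate 3 at 8 weeks, lay apart from the other arrays, with more transcripts far below their mean than far above it. Fabp7, a fatty acid binding protein, lay −4.40 on the log2 scale from the mean of the other 23 arrays, and Rock1, a kinase, and Cops2, a subunit of the COP9 signalosome, lay −3.96 and −3.76 from it. Among the highest were Rnu3a and Snora73a, small nucleolar RNAs that act in the processing of ribosomal RNA precursors, at 1.99 and 1.76 above the mean, and Terc, the RNA of telomerase, at 1.70. These genes were chosen after their values were seen. In all, 401 probe sets lay more than 1 above the mean of the others and 2085 more than 1 below it. Markers of endothelium lay above the mean by a median of 0.57 and those of Kupffer cells and macrophages at −0.52.

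The array correlated with the mean of the other HFD-corn oil arrays at 8 weeks at Pearson r = 0.945 across probe sets, which are not independent replicates. The other 23 arrays ran from 0.988 to 0.993 with their own groups. The slope on the mean of the other arrays was 0.910, against 0.979 to 1.02 for the rest. With all 24 arrays, the first principal component held 24.5% of the variance.

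**Figure D5:**
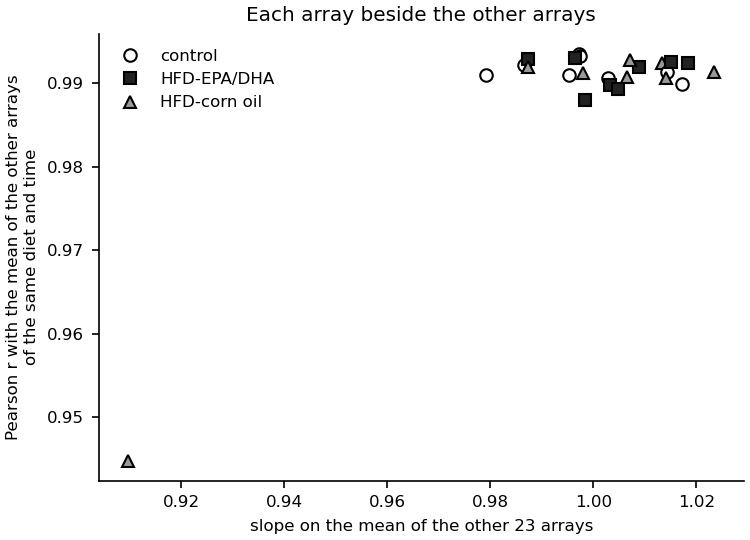
Each of the 24 arrays by its slope on the mean of the other 23 arrays (horizontal axis, no unit) and its Pearson r with the mean of the other arrays of the same diet and time (vertical axis, no unit), for control (open circles), HFD-EPA/DHA (squares) and HFD-corn oil (triangles). The triangle at a slope of 0.910 and r = 0.945 is the array that was left out.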

The Piano package was used for Gene Set Enrichment Analysis (GSEA) to identify the total number of genes regulated and the direction of regulation [35]. Gene Ontology (GO) terms were annotated to each probe-set after performing GSEA. The reporter algorithm was used to analyse the functional enrichment level of individual GO term [36]. Heatmaps were generated using the -log_10_p-values to visualize enriched GO biological processes (BPs) terms.

### Analysis of plasma and liver lipids

Plasma total triglyceride and cholesterol was determined enzymatically with Konelab Autoanalyser version 2.0 at the Clinical Chemistry department, Sahlgrenska University Hospital, Gothenburg, Sweden.

Approximately 0.3 g of the livers were weighed and freeze-dried overnight. The freeze-dried livers were weighed again followed by lipid extraction using the Folch method [37]. Briefly, 5 ml chloroform: methanol (2:1 v/v) was added to each sample and mixed followed by 15–20 min ultrasonication at 40 Hz (Branson 8510, Branson Ultrasonics Corp, CT, US). One ml of physiological saline was added, mixed and centrifuged at 1700 × g in swing-out buckets for 5 min. The lower organic phase was taken off and kept, while the remainder was re-extracted with 1.5 ml chloroform: methanol. The two extracted organic phases were combined and evaporated under a flow of nitrogen and redissolved in 5 ml isopropanol. The samples were stored at −80 ° C until analysis. Hepatic triglyceride content was measured in the total lipid fraction using enzyme assay obtained from Sigma-Aldrich.

### Lipid profiling of liver and diets

Lipid classes were separated using solid phase extraction (SPE) according to [38] Phospholipid (C17:0) and triglyceride (C19:0) standards were added from the beginning. Briefly, the aminopropyl solid phase extraction columns were activated with 4 ml of hexane and then loaded with 1 ml of extracted liver lipids samples. Neutral lipids were eluted with chloroform/isopropanol (2:1); free fatty acids were eluted using diethylether/2 % acetone and phospholipids were eluted with methanol and evaporated under N_2_ stream. The samples were then methylated with 1 ml 10 % acetyl chloride in methanol/ 1 ml toluene and incubated overnight. By adding 0.3 ml water and 4 ml petroleum ether two phases were separated and the upper phase was pipetted carefully, evaporated under nitrogen stream and redissolved in 250 μl isooctane [39].

For lipid analysis of diets approximately 100 mg of finely ground freeze-dried diet was used. Lipid extraction using Folch method [37], separation of lipid classes and methylation was performed as described above. The methylesters were separated by gas chromatography (Agilent 7890A, Santa Clara, CA) and detected with mass spectroscopy. Chemstation software (Agilent Technologies, Santa Clara, CA) was used for evaluation. The samples were separated on a VF-WAX (30mx0.25x0.25 um d_F_) column (J&W Scientific, Folsom, CA) and quantified by electron ionization with a 5975C inert XLK EI/CI MSD with a triple-axis detector (Agilent Technologies).

### Statistical analysis

Changes in body weights, body composition, adiposity and blood and hepatic lipid data were tested by ANOVA followed by Tukey-honest significant difference test (Tukey-HSD) post-hoc tests. A p-value <0.05 was considered statistically significant. All statistical and microarray data analysis were performed with the help of R Studio software (Version 0.98.953 – © 2009–2013 RStudio, Inc.) and required Bioconductor packages. For the microarray data false discovery rate (FDR) adjusted p-values were calculated and FDR adjusted p < 0.05 was considered significant. All data are presented as mean ± SEM.

## Additional file

Additional file 1: Figure S1. Box and Wisker plots of the normalized of hepatic transcriptome log2 values showing boxes of 25^th,^ 50^th^ and 75^th^ percentile and 10^th^ and 90^th^. **Figure S2.** Dendogram of the hepatic transcriptome array data by unsupervised clustering. The scale on the left vertical bar is based on ward distance: a) unsupervised clustering of all arrays. b) Distribution of all arrays by unsupervised clustering of the microarray data after removing array HFDCO_8w_5592. **Figure S3**. Scatterplots of all microarray data to visualize the variation between the samples within each diet group: a) control diet. b) HFD-EPA/DHA diet. c) HFD-corn oil diet and d) 8 week HFD-corn oil with data from one microarray excluded (5592). **Figure S4.** Heatmaps showing results obtained from gene set enrichment analysis (GSEA) of hepatic transcriptome data comparing both the HFDs against control at 8 and 12 week diet intervention. Not annotated (“NA”) transcripts were excluded. The signals were normalised row wise to 0 and are shown from blue to red colour signifying the lowest to the highest gene expression values. **Figure S5.** Venn diagrams of number of genes that were significantly (adjusted p-value < 0.05. FDR) changed irrespective of direction after a) 8 weeks and b) 12 weeks of diet intervention. **Figure S6**. Heatmaps of genes regulated by a) HFD-EPA/DHA or b) HFD-corn oil at 12 weeks.

## Abbreviations

Aldh3a2: Aldehyde dehydrogenase family 3, subfamily A2
ApoA: Apolipoprotein A
BPs: Biological processes
Cidea: Cell death-inducing DFFA-like effector a
Cidec: Cell death-inducing DFFA-like effector c
DHA: Docosahexaenoic acid
DXA: Dual energy X-ray Absorption
Elovl: Elongation of very long chain fatty acids
Etnppl: Ethanolamine phosphate phospholyase
EPA: Eicosapentaenoic acid
Fabp: Fatty acid binding protein
Fads: Fatty acid desaturase
FDR: False discovery rate
Fitm1: Fat storage-inducing transmembrane protein 1
GO: Gene Ontology
GPCRs: G-protein coupled receptors
GSEA: Gene Set Enrichment Analysis
HFD: High fat diet
Hsd17b6: Hydroxysteroid (17-beta) dehydrogenase 6
Lgals1: Lectin, galactose binding, soluble 1
Mreg: Melanoregulin
NAFLD: Non-alcoholic fatty liver disease
Ppar: Peroxisome proliferator-activated receptor
Retsat: Retinol saturase
Sema5b: Semaphorin 5b
Slc22a5: Solute carrier family 22, member 5
WAT: White adipose tissue

How the deposited data were processed for this re-analysis (not part of the article)

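Liver RNA of single male mice was measured on GeneChip Mouse Gene 2.0 ST arrays, with 4 mice for each of the control, HFD-EPA/DHA and HFD-corn oil diets at 8 and at 12 weeks, 24 arrays in all. The deposited table holds 1 value per probe set and array, on the log2 scale. The authors made these log2 values from the scanned arrays with the iter-PLIER algorithm, quantile normalization and perfect match probes in Expression Console 1.3 before the table was deposited. The scale is not named with the table; it was read as log2 from the range of the values. No further normalization, offset or filter was applied, and no sequencing depth applies to arrays. The number of arrays limits the precision of each value, which is given as a standard error or standard deviation.

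The array that the study left out, replicate 3 of HFD-corn oil at 8 weeks, was left out of all tests and kept for the description of the arrays. Groups were taken from the labels of the samples. Replicate numbers 1 to 4 recur in every group, and nothing in the labels or the paper says that they pair mice: after the group means were removed, the 55 pairs of arrays from different groups with the same number had correlations of −0.31 to 0.26 across probe sets. They were therefore used as a block in an alternative alone.

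All 6 groups entered 1 fit in limma 3.58.1 under R 4.3.3 (lmFit, contrasts.fit and eBayes), with 3 comparisons of diets at each time and 3 changes of those comparisons from 8 to 12 weeks. Each p is two-sided from limma's moderated test and was adjusted by Benjamini-Hochberg over all probe sets, with a threshold of 0.05. Control probe sets could not be told from others and stayed in. Where a value is said to be adjusted over a list alone, the adjustment ran over the members of that list. A transcript specific to a diet passed the threshold against both other diets. Numbers of shared transcripts were set beside those of independent lists and of fits in which the shared group was split between the comparisons. Correlations and covariances of fold changes over all transcripts were set beside those of the same fits and of 100 simulations of unchanged groups that share arrays. The simulations shuffled the residuals of all 23 arrays over the groups.

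Gene lists were tested with camera of limma on the same fit, with the brightest probe set of each gene among those with 1 symbol. The p-values were adjusted over all lists and comparisons. A list for erythroid cells had 3 measured genes and a list for the mitochondrial genome had 0, and neither was tested. Genes are named by a rule set in advance. It takes every gene the paper names in its figures. It takes up to 10 genes higher and 10 lower with the largest log2 fold change in each comparison of diets and in the change with time of HFD-EPA/DHA vs. HFD-corn oil, among probe sets with 1 symbol, an adjusted p under 0.05 and no overlap between the arrays. It also takes up to 4 members with the smallest p of each list that is described. Values that the paper prints had been seen by then.

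Signals of single genes are 2 to the power of the deposited value, averaged over the mice of a group. Clock scores were compared by exact permutation of the arrays. Tables were read with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

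The scripts were tested on simulated data with the group sizes, levels and spread of the real arrays, in which 50 probe sets were changed by each of several sizes in each comparison. The noise was drawn independently for each probe set, without correlation between genes and without effects of whole arrays. The shares found and false hold for that setting, and in the real arrays, where counts hang on single arrays, they may differ. At a log2 change of 0.5, 56%, 60% and 52% of them were found at 8 weeks (HFD-EPA/DHA vs. control, HFD-corn oil vs. control and HFD-EPA/DHA vs. HFD-corn oil) and 72%, 70% and 70% at 12 weeks. At a log2 change of 1 the share was 96% or more in each. Of the calls, 2.73%, 4.76% and 1.13% were false at 8 weeks and 6.57%, 7.11% and 5.64% at 12 weeks.

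The alternatives were all 24 arrays, all 24 arrays with array weights, an offset of 16 on the linear scale, probe sets above the median, probe sets with 1 gene symbol, quantile normalization again, arrays centred on their medians, a separate fit per week or per comparison, eBayes with trend and robust settings, the replicate block, and each array left out in turn. For the lists they were camera with the correlation estimated for each list, fry, the reporter statistic with 10000 random lists, the mean over the probe sets of a gene, and lists without the genes the paper names. Lists without those genes were run at the preset correlation alone. An unadjusted p under 0.05 or 0.01, limma on 2 to the power of the deposited value, and the clock score as a covariate were added after the values had been seen. GO terms and real-time PCR were not used here.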

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

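The tests of other cell types and adipose tissue, of the time of day and of a diet effect on the clock genes, of the clock score as a covariate, and the counts over regroupings of the mice for the changes with time and the make-up of regroupings were chosen only after the results were seen; the tests of Mt1 and Mt2 were set before their results were seen.

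Pparγ-linked genes lay higher on HFD-corn oil than on control at 8 weeks, with a median log2 fold change of 1.01 (95% interval 0.348 to 1.20). A lower share of hepatocytes with more of every other cell type would raise the markers of the other types to a like extent. Over markers above the floor (at least 1 above the median level), the medians were 0.18 for macrophages, 0.13 for endothelium (0.01 to 0.16) and 0.05 for stellate cells (−0.05 to 0.16), and the highest upper limit of the 3 lists was 0.302. Cholangiocyte and lymphocyte lists had 3 and 2 such markers and were not used for this; over all their genes the medians were −0.07 and 0.08, and that of all stellate cell genes was −0.00. More RNA of macrophages would raise their 13 markers above the floor as much, and their interval was −0.04 to 0.30. The medians lie below that of the Pparγ-linked list, which argues against both as the whole cause of the rise. The intervals here and below resample the genes of a list and not the mice, so they hold no variation among mice. The study also picked 5 of the 15 Pparγ-linked genes on these samples, so neither cause is excluded. Adipose tissue in the liver pieces stays open: the median of 8 adipose markers outside the other lists was 0.16 (−0.21 to 0.30), but 6 of them lie near the floor and the others have a high level in liver, so the test decides nothing. Adipose tissue and a change within the hepatocytes cannot be told apart here.

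Mt1 rose on HFD-EPA/DHA vs. control at 8 weeks, and Mt2 had a log2 fold change of 1.50 there that did not pass (limma adjusted p = 0.0850). A single mouse is not excluded: without the highest array the share of the log2 fold change of Mt1 that was left was 0.733, and Mt1 then no longer passed the threshold. A handling or acute phase response of the HFD-EPA/DHA mice stays open as well, since the median of 22 acute phase genes was 0.15 (−0.01 to 0.37) and its members went both ways. Among these, Orm3 rose by 1.80 (limma adjusted p = 0.000988).

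The mice were killed over several mornings, and the score of the core clock genes moved most between the control mice of the studies (by 2.99, exact permutation p = 0.0286, the smallest that 4 against 4 mice can give, so that over 9 comparisons a single difference could not pass). The arms of the clock moved against each other across the 23 arrays within groups, with Pearson r = −0.943 and Spearman rho = −0.909 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give) and r = −0.892 without the 2 arrays farthest from the rest. The arms were chosen to hold genes of opposite phase, so any shift of the clock would give such an r, whatever its cause. The r therefore cannot tell different sampling times from other causes. By the paper's methods mice came from 2 diet groups on each day, so day and diet may be tied in part. A diet effect that is the same in both studies would keep its sign. The HFD mice of both diets together, so that the control mice count once, stood 1.20 above control at 8 weeks and −1.10 from it at 12 weeks, a change of −2.31 (exact permutation p = 0.0195), which argues against such an effect as the whole cause. A difference between the control mice of the studies stays open: their score moved by 2.99, against 0.56 on HFD-EPA/DHA and 0.93 on HFD-corn oil (adjusted p = 0.257, 0.571 and 0.471). With the clock score as a covariate, the called changes against control at 8 weeks kept most of their size. A share of 1 of the called probe sets kept at least 0.5 of their log2 fold change on each HFD, 183 of 183 and 305 of 305. The median ratios were 0.999 and 0.945. These probe sets had been called without the score, which favours those that vary little within groups. A high share was therefore likely beforehand, and it cannot decide how far the clock accounts for changes against control. With the covariate, 113 of the 183 and 234 of the 305 were still called, out of 150 and 273 called in all; why calls ended was not tested.

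Among 115 groups of 4 mice for the genes of the figures, Dixon's test set 1 mouse apart in 2, where chance would give about 1 in 20: Mt2 in HFD-EPA/DHA at 12 weeks, replicate 1 (gap 0.831 of the range), and Sema5b in HFD-corn oil at 12 weeks, replicate 4 (0.922). For the measures of whole arrays, 2 of 24 groups had such a gap, both for the array that the study left out (0.974 for its correlation with its group and 0.953 for the first principal component).

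The fold change of HFD-EPA/DHA vs. HFD-corn oil moved from 8 to 12 weeks by 1.41 for Cidec, 0.58 for Fabp2, −1.73 for Mt2 and 0.59 for Sema5b (limma adjusted p = 0.997 each, and 0.0458 each over the list of genes the paper names, which the study chose on these samples). Gene lists whose change with time passed were lipid droplet proteins (camera adjusted p = 0.00313), mitochondrial (2.42e-09) and peroxisomal fatty acid oxidation (2.31e-09), Pparα targets (1.44e-15) and Pparγ-linked genes (7.36e-08). Without the genes that the study picked on these samples, the change of the lipid droplet proteins did not pass (adjusted p = 0.136), and that of the Pparγ-linked genes gave 0.00451, both at the preset correlation alone. Of these lists, peroxisomal oxidation passed with an estimated correlation too.

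Lists the paper does not treat passed as well, also with an estimated correlation. NRF2 targets and glutathione genes lay above the other genes on HFD-corn oil at 8 weeks (camera adjusted p = 3.72e-09, and 0.0284 with an estimated correlation) and on HFD-EPA/DHA at 12 weeks (7.36e-08 and 0.0365). Genes of Phase II conjugation lay above them on HFD-corn oil at 8 weeks (4.71e-05 and 0.0181), on HFD-EPA/DHA at 12 weeks (0.000566 and 0.0297) and on HFD-corn oil at 12 weeks (0.00229 and 0.0467). Immediate early genes changed with time for HFD-corn oil vs. control (1.69e-06 and 0.0402).

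Regrouping the mice of a comparison in every other way asks whether chance can be excluded for a count. For HFD-EPA/DHA vs. control at 8 weeks, 1 of 35 groupings gave as many transcripts as the real 183, the highest other being 24. The same share was found for HFD-EPA/DHA vs. control at 12 weeks (1 of 35, real 255, highest other 5) and HFD-EPA/DHA vs. HFD-corn oil at 12 weeks (1 of 35, real 4, highest other 1). That is the smallest share that 35 groupings can give, and it was not adjusted for the number of counts. By itself it cannot exclude chance, though the real count lay far above the highest other for HFD-EPA/DHA vs. control at both times. Nor can chance be excluded for HFD-corn oil vs. control at 8 weeks (2 of 35, real 305, highest other 316), HFD-EPA/DHA vs. HFD-corn oil at 8 weeks (2 of 35, real 11, highest other 23) or HFD-corn oil vs. control at 12 weeks (2 of 35, real 74, highest other 91). For the changes with time limma gave a real 0 in all 3, so each of 100 groupings was as large (100 of 100), with highest others of 14 for HFD-EPA/DHA vs. HFD-corn oil, 870 for HFD-EPA/DHA vs. control and 626 for HFD-corn oil vs. control. The last 2 point to a structure of the samples, and the diets were part of it. In the grouping with 870 the HFD-EPA/DHA and control mice of 8 weeks were exchanged in full, and in that with 626 the share of the diet difference kept at 8 weeks was −0.75 (1 in the real grouping, −1 when exchanged), with 12 weeks as in the real one, so the effect of the diet entered the change with time. Over the 99 other groupings the count and the size of the diet share in the change had Spearman rho = 0.219 and 0.178.

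Of 100 groupings, 1 gave as many transcripts specific to HFD-EPA/DHA at 8 weeks (real 7, highest other 0) and 1 at 12 weeks (real 4, highest other 2), less often than 1 in 20. That is the smallest share that 100 groupings can give, and none of these shares was adjusted for the number of counts. For HFD-corn oil at 12 weeks 3 of 100 did (real 1, highest other 1). That share lies below 1 in 20 too, but other groupings reach the same 1, and the 1 transcript lay between control and HFD-EPA/DHA and was lost when any 1 of 4 arrays was left out, so the count shows no effect specific to HFD-corn oil. For HFD-corn oil at 8 weeks, 5 of 100 did (real 4, highest other 161), so chance cannot be excluded. The 161 point to a structure of the samples in which the diets take part: the 3 mice set as HFD-corn oil in that grouping were all control mice, and those set as control were 2 HFD-EPA/DHA and 2 HFD-corn oil mice. The number shared by both HFDs was reached by 1 of 100 at 8 weeks (real 86, highest other 5) and 1 of 100 at 12 weeks (real 54, highest other 5), again the smallest share that can be given. Counts of gene lists, adjusted within each comparison, were reached by chance less often than 1 in 20 for HFD-corn oil vs. control at 8 weeks (1 of 35, real 37, highest other 35) and HFD-EPA/DHA vs. HFD-corn oil at 12 weeks (1 of 35, real 32, highest other 30). That is the smallest share that 35 groupings can give, and the highest other lay close to the real count, so chance is not excluded. Nor can it be excluded for the lists of HFD-EPA/DHA vs. control at 8 weeks (4 of 35, real 28, highest other 34) and 12 weeks (2 of 35, real 33, highest other 33), HFD-EPA/DHA vs. HFD-corn oil at 8 weeks (3 of 35, real 33, highest other 39) or HFD-corn oil vs. control at 12 weeks (3 of 35, real 28, highest other 29). Over these comparisons the highest others ran from 29 to 39 lists. The number of lists that pass at the preset correlation therefore does not by itself set the diets apart. For the changes with time, the lists of HFD-EPA/DHA vs. HFD-corn oil gave 42 of 100 (real 20, highest other 37), HFD-EPA/DHA vs. control 48 of 100 (real 14, highest other 38) and HFD-corn oil vs. control 58 of 100 (real 12, highest other 36). These shares decide nothing, since a regrouping within each time can put the effect of the diet into the change with time.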

How the results depend on the processing

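The thresholds of an unadjusted p under 0.05 or 0.01, limma on 2 to the power of the deposited value, and the clock score as a covariate were chosen only after the results were seen; the other settings were set in advance. Where a result moved, the cause was not tested. Over the genes of the figures and the genes named by the rule, in their comparisons, 123 of 239 results passed the threshold; 59 of them passed in every planned setting, 64 lost the call in at least 1, 11 of the 116 others gained one, and 0 turned in direction (limma). Of 83 list results in the text, 52 passed, of which 14 passed in every planned setting and 38 lost the call in at least 1; 15 of the 31 others gained one, and 2 turned in direction. An offset of 16, arrays centred on their medians, the mean over the probe sets of a gene and the reporter statistic (289 list tests past the threshold against 237) left each count within 1.5 times.

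With all 24 arrays, transcripts changed were 118 (183) for HFD-EPA/DHA vs. control at 8 weeks, 147 (255) at 12 weeks and 45 (74) for HFD-corn oil vs. control at 12 weeks, the value in brackets being that of the 23 arrays. The overlap of both HFDs at 12 weeks was 33 (54), and lists for the change with time of HFD-corn oil vs. control were 5 (14). Mitochondrial fatty acid oxidation on HFD-corn oil vs. control at 8 weeks turned to lower at adjusted p = 0.805 (the settings ran from 0.000472 to 0.805), and ubiquitin ligases and conjugation on HFD-EPA/DHA vs. HFD-corn oil at 8 weeks turned to higher at 0.00535 (the settings ran from 0.00535 to 0.995). With array weights on all 24, transcripts changed were 348 (183) for HFD-EPA/DHA and 567 (305) for HFD-corn oil vs. control at 8 weeks and 7 (4) for HFD-EPA/DHA vs. HFD-corn oil at 12 weeks, and the overlap at 8 weeks was 226 (86).

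HFD-corn oil vs. control at 8 weeks gave 164 transcripts (305) among probe sets above the median and 138 among probe sets with 1 gene symbol, where fewer are tested, 150 with eBayes trend and robust, and 103 with the replicate block. Of the 305 themselves, 137 carry 1 gene symbol. The overlap at 8 weeks was 50 (86) with the replicate block. Lists for the change with time of HFD-corn oil vs. control were 9 (14) above the median and 8 with quantile normalization again, and the correlation of the left-out array with its group was 0.880 (0.945) above the median. Transcripts specific to HFD-corn oil at 12 weeks were 0 (1) with 1 gene symbol and 2 with eBayes trend and robust. A separate fit per week gave 6 (11) for HFD-EPA/DHA vs. HFD-corn oil at 8 weeks, 3 (7) specific to HFD-EPA/DHA and 2 (4) to HFD-corn oil at 8 weeks, and an overlap of 139 (86) at 8 weeks. A separate fit per comparison gave 0 (11) for HFD-EPA/DHA vs. HFD-corn oil at 8 weeks and 8 (4) at 12 weeks by limma, and 0 transcripts specific to HFD-EPA/DHA or HFD-corn oil at 8 weeks or to HFD-corn oil at 12 weeks.

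Camera with estimated correlation gave 35 (237) list tests past the threshold: 7 (28), 5 (35) and 5 (31) at 8 weeks for HFD-EPA/DHA vs. control, HFD-corn oil vs. control and HFD-EPA/DHA vs. HFD-corn oil, 11 (32), 3 (28) and 2 (31) at 12 weeks, and 1 (21) for HFD-EPA/DHA vs. HFD-corn oil, 0 (17) for HFD-EPA/DHA vs. control and 1 (14) for HFD-corn oil vs. control in the changes with time. Fry gave 71: 14, 9 and 10 at 8 weeks, 19, 9 and 7 at 12 weeks, and 2, 0 and 1 in the changes with time, in the same order.

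At an unadjusted p under 0.05, transcripts changed were 3329, 3402 and 2862 at 8 weeks and 3490, 3528 and 1913 at 12 weeks, and 1844, 2045 and 1507 for the changes with time of HFD-EPA/DHA vs. HFD-corn oil, HFD-EPA/DHA vs. control and HFD-corn oil vs. control. Those specific to HFD-EPA/DHA and HFD-corn oil were 564 and 772 at 8 weeks and 539 and 525 at 12 weeks, the overlaps 1247 and 1419, and there were 94 (45) calls of single genes shown in the paper. At an unadjusted p under 0.01 these were 1194, 1207 and 584 at 8 weeks, 1228, 1056 and 402 at 12 weeks, 305, 378 and 228 for the changes with time, 99 and 123, 133 and 79 for the specific ones, 538 and 430 for the overlaps, and 82 for the single genes. Limma on 2 to the power of the value gave 97 (305) for HFD-corn oil vs. control at 8 weeks, 7 (11) and 1 (4) for HFD-EPA/DHA vs. HFD-corn oil at 8 and 12 weeks, 4 (7) and 2 (4) specific to HFD-EPA/DHA and HFD-corn oil at 8 weeks, 1 (4) specific to HFD-EPA/DHA at 12 weeks, and an overlap of 33 (86) at 8 weeks. With the clock score as a covariate, HFD-corn oil vs. control at 12 weeks gave 31 (74) and the overlap at 12 weeks was 24 (54).

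Leaving out each array in turn gave transcripts changed of 89 to 373, 30 to 476 and 4 to 12 at 8 weeks and 151 to 295, 28 to 90 and 4 to 6 at 12 weeks, and 0 for each change with time (limma). Specific transcripts were 4 to 9 and 0 to 5 at 8 weeks for HFD-EPA/DHA and HFD-corn oil and 4 to 5 and 0 to 2 at 12 weeks, and the overlaps 16 to 267 and 22 to 70. The arrays behind each move of over 1.5 times are named where the counts are given. List tests past the threshold were 218 to 250 in all; for the change with time of HFD-EPA/DHA vs. control they were 11 to 20 (17), with 11 without HFD-EPA/DHA 8 weeks replicate 2, and for that of HFD-corn oil vs. control 9 to 17 (14), with 9 without HFD-corn oil 12 weeks replicate 2.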

Differences from the paper's values

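The threshold of an unadjusted p under 0.01, limma on 2 to the power of the deposited value and the clock score as a covariate were chosen only after the values were seen; the other settings were set in advance.

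Counts of changed transcripts were lower than those of the paper. For HFD-EPA/DHA vs. control they were 183 at 8 weeks (the paper's 1177) and 255 at 12 weeks (the paper's 1370), for HFD-corn oil vs. control 305 (the paper's 1288) and 74 (the paper's 1066), and for HFD-EPA/DHA vs. HFD-corn oil 11 (the paper's 341) and 4 (the paper's 142). Transcripts specific to HFD-EPA/DHA were 7 at 8 weeks (the paper's 89) and 4 at 12 weeks (the paper's 61), and those specific to HFD-corn oil 4 (the paper's 112) and 1 (the paper's 37). The paper's 89 leaves out transcripts that differ in all 3 comparisons, and the 7 holds 1 such, Gpc1; for the paper's 112, 61 and 37 it is not stated. No planned setting came within 1.5 times of any of these counts of the paper. An unadjusted p under 0.01 gave 1194, 1207, 1228 and 1056 for the comparisons with control and 99 and 123 for the transcripts specific to HFD-EPA/DHA and HFD-corn oil at 8 weeks, all within 1.5 times of the paper's. It gave 584 and 402 for HFD-EPA/DHA vs. HFD-corn oil and 133 and 79 for the transcripts specific to HFD-EPA/DHA and HFD-corn oil at 12 weeks, which are not. It drops 5 of the 44 calls that the paper makes for named genes at 8 weeks.

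Those 44 calls, 22 genes against 2 other diets, all had the paper's direction. Of these, 23 passed an adjusted p under 0.05 and 42 passed over the list of named genes alone; 4 of the 22 genes passed against both diets. The paper has fewer changed transcripts at 12 than at 8 weeks in 2 of the comparisons, HFD-corn oil vs. control and HFD-EPA/DHA vs. HFD-corn oil, and more for HFD-EPA/DHA vs. control, and the counts here have the same order, which single arrays turned. For HFD-corn oil vs. control, 8 weeks gave 54 and 44 without control replicates 3 and 4 and 33 and 30 without HFD-corn oil replicates 1 and 2, against 74 at 12 weeks. For HFD-EPA/DHA vs. control, 8 weeks gave 373 without control replicate 1 against 255 at 12 weeks, and 12 weeks gave 151 and 166 without control replicates 2 and 4 and 167, 169 and 157 without HFD-EPA/DHA replicates 1, 2 and 3 against 183 at 8 weeks. For HFD-EPA/DHA vs. HFD-corn oil, 8 weeks gave 4 without HFD-corn oil replicate 2, as at 12 weeks, and a separate fit per comparison gave 0 at 8 weeks by limma and 8 at 12 weeks. The paper has genes of GPCR signalling lower on the HFDs, and here the GPCR ligand binding list did not pass in any comparison in the joint fit. Against control it passed in none of the alternatives either. For HFD-EPA/DHA vs. HFD-corn oil it passed, lower on HFD-EPA/DHA, with the reporter statistic at 8 and 12 weeks (adjusted p = 0.00993 and 0.00345) and at 12 weeks among probe sets above the median (0.0497) and without HFD-corn oil replicate 4 (0.0418).

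Of 76 folds read by eye from the figures, 73 lay within 1.5 times and 68 on the same side of 1. For Hsd17b6 on HFD-corn oil vs. control at 8 weeks the fold was 0.844, and the paper's Fig. 6c, read by eye, has about 1.3. It came within 1.5 times with the replicate block (0.870), without control 8 weeks replicate 2 (0.902) or 4 (0.869), without HFD-corn oil 8 weeks replicate 4 (0.871), and with the clock score as a covariate (0.920). For Hsd17b6 on HFD-EPA/DHA vs. control at 12 weeks it was 2.10, and the paper's Fig. 6c, read by eye, has about 1.4. It came within 1.5 times with array weights on all arrays (2.05), an offset of 16, quantile normalization again and limma on 2 to the power of the value (2.10 each to 3 digits), without control 12 weeks replicate 2 (1.90), without HFD-EPA/DHA 12 weeks replicate 3 (2.05) or 4 (1.95), and with the clock score (1.89). For Etnppl on HFD-EPA/DHA vs. control at 12 weeks it was 1.35, and the paper's Fig. 6d, read by eye, has about 2.1. It came within 1.5 times without control 12 weeks replicate 4 (1.56) or HFD-EPA/DHA 12 weeks replicate 1 (1.43).

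Over the folds of a panel, the mean distance (log2) from the deposited values of the gene named on it was 0.440 for Fig. 6d, which lay closest to Hsd17b6 (0.0496). For Fig. 6c it was 0.485, closest to Mreg (0.0373), for Fig. 6e 0.300, closest to Slc22a5 (0.0332), and for Fig. 6b 0.325, closest to Retsat (0.131). Outside Fig. 6, Fig. 4f (Fads2, 0.0887) lay closest to Elovl5 (0.0865), Fig. 5g (Lgals1, 0.0857) to Sema5b (0.0763) and Fig. 5h (Sema5b, 0.286) to Aldh3a2 (0.237). The remaining panels lay closest to the gene named on them. These folds were read by eye.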

Other observations

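No test was added for these gene groups after their values were seen, and the groups were set in advance. Genes of the NRF2 response, which protects cells from oxidants and electrophiles, lay above the other genes on both HFDs at both times. On HFD-corn oil at 8 weeks and HFD-EPA/DHA at 12 weeks the list also passed with an estimated correlation. On HFD-EPA/DHA at 8 weeks the camera adjusted p was 4.91e-05 (adjusted p = 0.102 with an estimated correlation) and on HFD-corn oil at 12 weeks 0.000152 (adjusted p = 0.124 with an estimated correlation). Ephx1, an epoxide hydrolase, rose by log2 fold changes of 0.54 ± 0.10 on HFD-corn oil at 8 weeks and 0.72 ± 0.10 on HFD-EPA/DHA at 12 weeks (standard errors, limma adjusted p = 0.0166 and 0.000271). Abcc3, a bile acid and conjugate exporter, and Nqo1, a quinone reductase, rose on HFD-EPA/DHA at 12 weeks, by 1.05 ± 0.15 and 0.66 ± 0.15 (adjusted p = 0.000583 and 0.0416). Ugdh, which makes UDP-glucuronate for conjugation, rose in both, by 0.54 ± 0.11 and 0.52 ± 0.10. Of 19 genes on the list, 2 were higher on HFD-corn oil at 8 weeks and 4 on HFD-EPA/DHA at 12 weeks (9, with 1 lower, and 6 adjusted over the list alone). Gss, a glutathione synthetase, rose on HFD-EPA/DHA at 12 weeks by 0.50 ± 0.10 (adjusted p = 0.00860).

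Genes of the unfolded protein response lay below the other genes on both HFDs at both times at the preset correlation and in none of these with an estimated one. At 8 weeks the camera adjusted p was 0.000953 on HFD-EPA/DHA and 0.00710 on HFD-corn oil, and at 12 weeks 0.00178 and 0.00110. With an estimated correlation these were adjusted p = 0.559, 0.651, 0.598 and 0.560. Interferon-induced genes lay lower on HFD-EPA/DHA than on HFD-corn oil (adjusted p = 0.000101 at 8 weeks and 0.000124 at 12 weeks, and 0.602 and 0.606 with an estimated correlation), where Ifih1, a sensor of double-stranded RNA, was at −0.39 ± 0.10. At 12 weeks genes of MHC class I presentation did too (2.17e-06, and adjusted p = 0.124 with an estimated correlation), with Psmb9, a subunit of the immunoproteasome, at −0.47 ± 0.13 (adjusted p = 0.782). Pericentral hepatocyte markers lay higher on HFD-corn oil at 12 weeks (1.69e-05, and 0.0866 with an estimated correlation) and on HFD-EPA/DHA (0.00237, and 0.226 with an estimated correlation), where Cyp2c50 rose by 0.61 ± 0.13 (adjusted p = 0.0193). Periportal markers lay higher on HFD-EPA/DHA than on HFD-corn oil at 8 weeks (0.000459, and 0.0953 with an estimated correlation).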
